# Global identification of genes and pathways regulated by Akt during activation of T helper cells

**DOI:** 10.12688/f1000research.2-109.v2

**Published:** 2013-05-15

**Authors:** Jing Cheng, Lawrence P Kane

**Keywords:** T helper cell; global microarray analysis; allosteric inhibitor; TFactS; CD28; CD3; Akt; NF-kB

## Abstract

We previously demonstrated that Akt differentially modulated a subset of NF-kB target genes during T cell activation. In the current study, we further explored the broader effects of Akt inhibition on T cell gene induction. Global microarray analysis was used to characterize T helper cell transcriptional responses following antigen receptor stimulation in the absence or presence of Akti1/2 (an allosteric inhibitor which targets Akt1 and Akt2), to identify novel targets dependent upon Akt and obtain a more comprehensive view of Akt-sensitive genes in Th2 helper T cells. Pathway analysis of microarray data from a CD4 ^+^ Th2 T cell line revealed effects on gene networks involving ribosomal and T cell receptor signaling pathways associated with Akti1/2 treatment. Using real-time PCR analysis, we validated the differential regulation of several genes in these pathways, including *Ier3*, *Il13, Egr1*, *Ccl1* and *Ccl4*, among others. Additionally, transcription factor target gene (TFactS) analysis revealed that NF-kB and Myc were the most significantly enriched transcription factors among Akt-dependent genes after T cell receptor and CD28 stimulation. Akt activation elicited increases in the enrichment of NF-kB- and Myc-targeted genes. The present study has identified a diverse set of genes, and possible mechanisms for their regulation, that are dependent on Akt during T cell activation.

## Introduction

Akt/protein kinase B (PKB) is a serine/threonine kinase that is activated downstream of PI-3 kinase. The activation of Akt leads to the phosphorylation and regulation of a wide spectrum of substrates involved in multiple cellular processes, including cell survival, growth, differentiation, cell cycle progression, proliferation and metabolism ^1^. The expression of a constitutively active form of Akt (myr-Akt) in transgenic mice was reported to influence thymocyte selection, lead to accumulation of CD4 ^+^ T cells in peripheral lymphoid organs, and to enhance T cell survival in the presence of various apoptosis-inducing stimuli ^2^. We have previously studied the role of the Akt kinase in T cells, and most recently showed that a subset of NF-κB-dependent genes required Akt for optimal upregulation during T cell activation ^3^. Studies of individual transcription factors and their target genes have uncovered numerous aspects of Akt signaling in T cells, including regulation of not only NF-κB, but also FOXO and NFAT ^4– 9^. However, the overall gene expression program controlled by Akt signaling in activated helper T cells has not been elucidated. Mapping global changes in gene expression has proven extremely useful in revealing previously unappreciated connections between groups of expressed genes and biological events, such as development and tumorigenesis. A study from the Cantrell lab ^10^ concluded that the chief role of Akt in CD8 ^+^ cytotoxic T cells is to control the transcriptional programs that direct effector versus memory cell fate. Nonetheless, Akt may not have the same role in all T cell subpopulations. For example, constitutively active Akt can stimulate the growth and survival of CD4 ^+^ T cells but not CD8 ^+^ T cells ^11, 12^.

In the current study, we tested the effects of a selective, allosteric inhibitor of Akt1 and Akt2 (Akti1/2) ^13– 16^ on activated T cells and further explored potential mechanism of action of Akt, by performing network analysis of gene expression data and validating the expression changes of selected genes by real-time qPCR analysis. Our findings demonstrate that Akt inhibition by Akti1/2 significantly affects ribosomal protein expression and the cytokine-cytokine receptor interaction gene expression axis. Asthma and the antigen receptor signaling pathways were also impaired by Akti1/2 in activated T cells. Moreover, Akt inhibition decreased the enrichment of NF-κB- and Myc-targeted genes after CD3/CD28 stimulation. These effects may contribute to the functions of dysregulated Akt activation in tumorigenesis, as well as in normal T cell activation and development ^12^.

The importance of Akt for T cell activation and transformation led us to explore the underlying pathways and mechanisms (or target genes and downstream cellular pathways) by a genome-wide gene expression profiling approach. Therefore the aims of the present study were to (1) identify, at the genome-wide level, the genes that are differentially expressed in activated Th2 helper T cells, with or without Akt inhibition and (2) conduct bioinformatics analyses to identify the pathways and possible mechanisms involved.

## Materials and methods

### Antibodies and reagents

Biotin-anti-mCD28 (37.51) and biotin-anti-mCD3ε (145-2C11) were obtained from BD-Biosciences (San Jose, CA). Streptavidin was obtained from Invitrogen (Carlsbad, CA) and Akti1/2 was from EMD Biosciences (San Diego, CA). rhIL-2 was obtained through the NIH AIDS Research and Reference Reagent program, Division of AIDS, NIAID, NIH (Cat.#136 from Hoffman-LaRoche, Inc.).

### T cells

The D10 T cell line, a fast-growing variant of the D10.G41 murine Th2 T cell clone ^17– 19^ was maintained in RPMI 1640 media (Mediatech, Manassas, VA), supplemented with 10% heat-inactivated bovine growth serum (BGS; Hyclone, Logan, UT), 0.1 mM nonessential amino acids (Lonza, Walkersville, MD), 2 mM l-glutamine, 50 µM 2-ME, 100 U/ml penicillin, 100 µg/ml streptomycin (Mediatech, Manassas, VA) and 25 IU/ml rhIL-2.

### RNA extraction and microarray gene expression profiling

D10 T cells were left untreated or pretreated with 10 µM Akti1/2 for 1 h and then stimulated with biotinylated anti-mCD3/CD28 and streptavidin for 0, 2, 6 and 12 hrs. RNA extraction was performed using a commercially available kit (RNeasy, Qiagen, Frederick, MD) according to the manufacturers’ recommendations. RNA quality was confirmed based on a RNA integrity number >8 by use of the Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA). The microarray analysis was performed by Genomics and Proteomics Core Laboratories (GPCL) of the University of Pittsburgh, USA. An Illumina mouse RefSeq8 chip was used. Microarray data have been deposited in the GEO database and are accessible through the GEO series accession number GSE45221.

### Statistical analysis of gene expression microarray data

To compare the molecular characteristics between different time points, Automated Efficiency Analysis was first performed using 7 transformation methods, 9 normalization methods and 5 tests for differentially expressed genes ^20^. A global normalization method and the J5_Quantile95_None method were applied on each time point. The differentially expressed genes were identified using caGEDA with a reasonable threshold of J5 for each time point ^21^. To survey the spectrum of biological functions within genes, which were differentially expressed between different groups, functional classification of the genes were performed using Pathway Express ( http://vortex.cs.wayne.edu; a pathway level Impact Analysis as described by Draghici *et al.*, 2007 ^22^). Pathway Express was designed to provide both statistical and biological significance in the indication of which pathways may be affected by the observed changes in gene expression. The results are summarized as Impact scores and p-values. Pathway-Express orders the affected pathways in the decreasing order of their expected importance for the given condition.

### Real-time PCR analysis

Quantitative real-time PCR was performed using the ABI Step One Plus Real-time PCR system (Applied Biosystems, Foster City, CA) as described previously ^3^. Amplification was performed on a cDNA amount equivalent to 25 ng total RNA with 1×SYBR green universal PCR Master mix (Applied Biosystems) containing deoxyribonucleotide triphosphates, MgCl _2_, AmpliTaq Gold DNA polymerase, and forward and reverse primers. Specific primers for each gene were purchased from SABiosciences (Qiagen, Frederick, MD). Experimental samples and no-template controls were all run in duplicate. The PCR cycling parameters were: 95°C for 10 min, and 40 cycles of 94°C for 15s, 60°C for 1 min. The amount of cDNA in each sample was calculated by the comparative threshold (Ct) method and expressed as 2exp (Ct) using 18S RNA as an internal control. Statistical significance was determined using the Student’s T test. All statistical tests were performed using GraphPad Prism (GraphPad Prism, San Diego, CA).

### Enrichment in transcription factor target gene analysis

TFactS was used to predict the activities of transcription factors in our microarray data ^23^. The lists of up- and down-regulated genes were compared to a list of curated target gene signatures. The nominal p-value (Pval) represents the risk of a false positive for a single test. Since the list of query genes is systematically compared to each target gene signature, a multi-testing condition is required. The e-value (Eval) represents the expected number of false positives for a given nominal value. It is computed using the formula: Eval=Pval*T, where T is the number of tests.

## Results

### Identification of genes regulated by Akt signaling in activated CD4 ^+^ T cells

We previously demonstrated that Akt activity was rapidly inhibited in T cells by addition of the allosteric inhibitor Akti1/2, which inhibited phosphorylation of Akt within one minute, an effect that can last as long as twelve hours ^3^. In the present study, microarray analysis was performed at three different time points after CD3/CD28 stimulation to characterize the effects of Akt inhibition on the T cell gene activation program in helper T cells. Thus, D10 T cells (a murine Th2 T cell line) were pre-incubated with 10 μM Akti1/2 or solvent, then stimulated for 2–12 hours. 

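D10 is a mouse Th2 cell line. The data covered 8 groups of 2 arrays. The groups were control cells and cells pre-incubated with Akti1/2 (10 µM, 1 h), each at 0, 2, 6 and 12 h of CD3/CD28 stimulation. Neither the sample labels nor the paper state whether the duplicates were separate cultures. The tests treat them as independent. The methods describe the control cells as untreated before stimulation, while the results name a solvent. The 16 samples were hybridized to 2 Illumina mouse RefSeq chips of 8 arrays each, and every chip held 1 array of each group. The authors deposited bead intensities without normalization or background subtraction, summarized as 1 value per gene and array for 18138 genes, beside 798 negative controls. The median intensity per array ranged from 119.4 to 148.6, close to the negative controls, and the mean from 393.8 to 544.0. A gene was taken as above background on an array where the share of negative controls at or above its intensity, the detection p, was under 0.01, which held for 6288 to 6907 genes per array (median 6512). The 95th percentile of intensity lay 8.98 to 14.28 times above the mean negative control (median 12.7). Intensities were corrected for background on the negative controls, quantile-normalized and put on the log2 scale with limma's neqc. The 7395 genes above background on at least 2 arrays were tested with limma, with all 8 groups in 1 fit and Benjamini-Hochberg adjustment over these genes for each comparison. Genes were called at an adjusted p under 0.05. With 2 arrays per group, the spread is estimated from 8 residual degrees of freedom, and the number of arrays limits the precision. Between the replicate arrays of a group, the correlation of log2 intensities was 0.9926 to 0.9964, and the median absolute log2 difference was 0.124 to 0.212. Genes not above background on either array of a group are given only as a bound: the brighter group's mean against the dimmer group's mean of, per array, the higher of the gene's own value and the lowest value above background.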

We chose this concentration of inhibitor for two reasons. First, in our recent study we observed good concordance between results obtained with 10 μM Akti1/2 and those obtained with combined siRNA-mediated knock-down of Akt1 and Akt2 ^3^. In addition, although 1–5 μM can substantially inhibit Akt activity in different cell types under acute conditions ^24, 25^, at least one study has demonstrated that a higher concentration (10 μM) of Akti1/2 was required for more significant inhibition of Akt substrate phosphorylation over the course of several hours ^25^. This could be related to the fact that full-length Akt is only inhibited approximately 80% by 1 μM (and 90% by 10 μM) Akti1/2 in *in vitro* kinase assays, as shown in a kinase profiling study by Cohen and colleagues ^26^. After stimulation, mRNA was isolated, which was converted into labeled cDNA for hybridization to Illumina chips for microarray analysis ( Figure 1A). A rough analysis of the genes modulated in our study after six or twelve hours of CD3/CD28 stimulation (using the default settings with the GEO2R tool at the GEO database) revealed that of the top 30 genes in each case, seven were modulated to a nearly identical degree in the presence or absence of 10 μM Akti1/2. Thus, we were reasonably confident that Akti1/2, with this cell type, and at the concentration used in our study, did not have widespread, off-target, effects on gene transcription or cell viability.

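The comparison of the top 30 genes was repeated with limma, ranking genes by the p-value of control cells at 6 or 12 h against control cells at 0 h. At 6 h, the log2 fold change with Akti1/2 lay within 10% of that without it for 5 of the 30 genes (Ccl3, Jak2, Nfkbia, Traf1 and Cxcl2, named after their values were seen). It was smaller by more than that in 23 genes and larger in 2. At 12 h, 8 genes lay within 10%, 19 were smaller, 3 of these with a change in the opposite direction, and 3 were larger. The median ratio of the fold change with Akti1/2 to that without was 0.714 at 6 h and 0.831 at 12 h. Of the 30 genes, 8 at 6 h and 5 at 12 h were at background on all 4 arrays at 0 h, so that their fitted fold changes are not measured at both ends. A tolerance of 20% moved the counts most, to 10 and 14 genes. Without replicate 2 of the 12 h control cells, the count at 12 h was 5.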

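Before stimulation, after the pre-incubation alone, 4 of 7395 genes differed between Akti1/2-treated and control cells by limma with Benjamini-Hochberg adjustment, and 383 had an unadjusted p under 0.05. The 4 genes, named after their values were seen, were Rgs1 (log2 difference 2.38, standard error 0.13, adjusted p = 1.41e-06 by limma with Benjamini-Hochberg adjustment), Ddit3 (1.07, standard error 0.10), Chac1 (1.45, standard error 0.18) and Dusp2 (-1.08, standard error 0.12). Chac1 lost its call with any 1 of the 4 arrays at 0 h left out (adjusted p 0.0604 to 0.0994, limma with Benjamini-Hochberg adjustment). Quantile normalization without background correction gave 7 calls, and a fit of only the 4 arrays at 0 h gave 2. The J5 score, applied to the same 4 arrays at 0 h after the data had been seen, called 111 genes, 107 of them higher with Akti1/2. With the arrays scaled to the same mean, it called 104, of which 73 were higher and 31 lower.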

**Figure 1.**
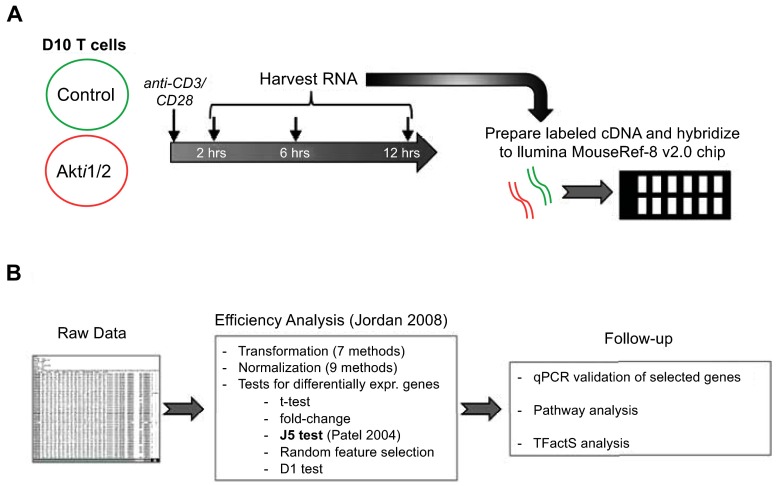
Flowchart of experimental outline ( **A**) and data analysis ( **B**), as described further in the text.

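J5 is the difference between the mean untransformed intensities of 2 groups, divided by the mean absolute difference over all genes. It was computed here over all 18138 genes, with the arrays scaled to a common 95th percentile of intensity as in the paper's J5_Quantile95_None setting, and called beyond 20 in either direction. This divisor is taken anew for each comparison. At 2, 6 and 12 h against 0 h, it was 55.97, 68.64 and 70.77 in control cells. In Akti1/2-treated cells, it was 99.23, 81.56 and 106.35. A given score therefore stands for a larger difference in intensity in Akti1/2-treated cells. The score has no error term and gives no p-value. The same changes were tested with limma. In control cells, CD3/CD28 stimulation changed 760 genes at 2 h (327 higher and 433 lower), 2037 at 6 h (897 and 1140) and 2054 at 12 h (937 and 1117), each against 0 h. In Akti1/2-treated cells, 2857 genes changed at 2 h (1313 higher and 1544 lower), 2462 at 6 h (1140 and 1322) and 3288 at 12 h (1561 and 1727). The count in control cells at 2 h moved most, to 264 without replicate 1 at 0 h. Whether the responses differed between control and Akti1/2-treated cells was tested separately, as an interaction.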

We next determined which genes were differentially modulated after T cell receptor (TCR) stimulation using caGEDA with reasonably chosen thresholds for different time points (2 h, 6 h and 12 h). This methodology allows for the capture of a more complete set of differentially modulated genes, which is less dependent on overall expression levels. 

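The 316 genes in any of the J5 lists had a median mean intensity at percentile 98.9 of all genes on the arrays, and the dimmest lay at percentile 88.53. Of these genes, 292 lay above the 95th percentile. The 3064 genes that limma called in control cells at any time point had a median at percentile 81.36, and 320 of them lay above the 95th.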

Further validation and downstream analysis were then performed to confirm some of the differentially expressed genes and to extract functional information from the dataset ( Figure 1B). We identified differentially expressed gene sets that were dependent on Akt among the three different time point groups. We compared the gene expression patterns of cells plus or minus addition of Akti1/2. First, we generated two gene lists for each time point. Gene list one represents the genes that were differentially expressed between the unstimulated and CD3/CD28 stimulated group in the absence of Akti1/2. Gene list two represents the genes that were differentially expressed between the unstimulated and CD3/CD28 group in the presence of Akti1/2. When comparing the two gene lists, three different patterns were observed:

1. 

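Of the genes with a J5 score beyond 20 in control cells but not in Akti1/2-treated cells, 45 rose and 14 fell at 2 h, 61 rose and 25 fell at 6 h, and 40 rose and 27 fell at 12 h. Their median absolute log2 fold change at 2, 6 and 12 h was 0.331, 0.721 and 0.643 without Akti1/2, against 0.203, 0.231 and 0.327 with it. The genes were selected on the same arrays for a score beyond 20 only without Akti1/2. The smaller change with Akti1/2 therefore follows in part from the selection. The score is set by the difference in intensity, so a bright gene passes 20 with a small fold change. The lists moved most when J5 was computed over only the genes above background on at least 2 arrays, which gave 18, 21 and 16 genes, of which 9, 11 and 9 are in the lists above.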

Genes significantly modulated by CD3/CD28 alone but not modulated in the presence of Akti1/2 (genes in this category showed Akt–dependent expression after T cell activation; column 1, top, in Data File 1– Data File 3 and Supplementary Figure 1).

2. 

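Beyond a J5 score of 20 both with and without Akti1/2 were 63 genes at 2 h, 46 at 6 h and 50 at 12 h. Among them, limma called the response different under Akti1/2 for 7, 15 and 21 genes, and for 5, 11 and 14 of these the difference ran against the direction of the change in control cells. Their median absolute log2 fold change was 0.253 without and 0.4 with Akti1/2 at 2 h, 0.614 and 0.536 at 6 h, and 0.732 and 0.822 at 12 h.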

Genes significantly modulated by CD3/CD28 alone but less strikingly modulated in the presence of Akti1/2 (genes in this category showed some dependence on Akt; columns 1–2, middle, in Data File 1– Data File 3 and Supplementary Figure 2).

3. Genes not modulated by CD3/CD28 alone but significantly modulated in the presence of Akti1/2 (genes in this category displayed Akti1/2-specific expression; column 2, bottom, in Data File 1– Data File 3 and Supplementary Figure 3).

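Genes with a J5 score beyond 20 only in Akti1/2-treated cells numbered 57 at 2 h, 75 at 6 h and 105 at 12 h. By limma, 38, 58 and 85 of them changed in Akti1/2-treated cells and 2, 21 and 21 in control cells. A response that differed between the groups was called for 15, 40 and 64. The genes were selected on the same arrays, so these counts are not independent evidence. Without replicate 1 of the 2 h Akti1/2-treated cells, the 2 h list held 36 genes.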

Genes with significant modulation at 2 hours of CD3/CD28 stimulation in the presence or absence of Akti1/2 Genes listed in the first sheet were significantly modulated (J5 score > 20 or < -20) at 2 hours after CD3/CD28 stimulation, but not significantly modulated (J5 score < 20 or > -20) after stimulation in the presence of Akti1/2. Genes listed in the middle sheet were significantly modulated by 2 hours of CD3/CD28 stimulation in the presence or absence of Akti1/2, but were nonetheless affected by the inhibitor. Genes listed on the last sheet were significantly modulated by 2 hours of CD3/CD28 stimulation only in the presence of Akti1/2. Click here for additional data file.

Genes with significant modulation at 6 hours of CD3/CD28 stimulation in the presence or absence of Akti1/2 Genes listed in the first sheet were significantly modulated at 6 hours after CD3/CD28 stimulation, but not significantly modulated after stimulation in the presence of Akti1/2. Genes listed in the middle sheet were significantly modulated by 6 hours of CD3/CD28 stimulation in the presence or absence of Akti1/2, but were nonetheless affected by the inhibitor. Genes listed in the last sheet were significantly modulated by 6 hours of CD3/CD28 stimulation only in the presence of Akti1/2. Click here for additional data file.

Genes with significant modulation at 12 hours of CD3/CD28 stimulation in the presence or absence of Akti1/2 Genes listed in the first sheet were significantly modulated at 12 hours after CD3/CD28 stimulation, but not significantly modulated after stimulation in the presence of Akti1/2. 

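Data File 1 to Data File 3 list 593 entries over the 9 combinations of time point and pattern, and each was matched to 1 gene on the arrays. Recomputed from the deposited intensities, 588 of them fell in the same list. All 749 J5 scores that could be compared lay within 1 unit of the paper's, and the largest difference was 0.47. The recomputed lists hold 608 entries in all, and differ in length from the paper's only at 6 h. At 6 h, the recomputed lists hold 86, 46 and 75 genes for the 3 patterns, and the paper's lists 78, 43 and 71.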

Genes listed in the middle sheet were significantly modulated by 12 hours of CD3/CD28 stimulation in the presence or absence of Akti1/2, but were nonetheless affected by the inhibitor. Genes listed in the last sheet were significantly modulated by 12 hours of CD3/CD28 stimulation only in the presence of Akti1/2. Click here for additional data file.

By examining multiple time points after stimulation, we were able to obtain a kinetic picture of gene expression ± Akt inhibition. The 6 h Akti1/2 (+) and Akti1/2 (-) comparison showed the highest number of differentially expressed genes, and there were fewer differentially expressed genes after two or twelve hours of TCR/CD28 stimulation. Among these, only the genes that expressed the most consistent differences (either increased or decreased expression) were selected for further analysis. 

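By limma with Benjamini-Hochberg adjustment, Akti1/2-treated and control cells differed in 2103 genes at 2 h (1004 higher and 1099 lower with Akti1/2), 2776 at 6 h (1390 and 1386) and 3620 at 12 h (1786 and 1834). The response to stimulation, as the change from 0 h with Akti1/2 minus the change without, differed in 622 genes at 2 h (314 higher and 308 lower), 1445 at 6 h (762 and 683) and 2400 at 12 h (1205 and 1195). With the arrays scaled to the same mean, 67.5% of the calls at 6 h were higher, against 52.7% after quantile normalization. The 2 h count of differing responses was 186 without replicate 1 of the 0 h control cells, and the 6 h count was 916 without the same array. The J5 score between Akti1/2-treated and control cells, a comparison added after the data had been seen, passed 20 for 99 genes at 2 h, 130 at 6 h and 161 at 12 h.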

Genes with no known function were excluded.

Our previous work identified several NF-κB target genes that were dependent on Akt after TCR stimulation in T helper cells, including those encoding the cytokines TNF-α, GM-CSF, and IL-10, among others ^3^. 

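In control cells, the log2 fold change of Tnf against 0 h was 3.82, 3.36 and 2.77 at 2, 6 and 12 h. Its response with Akti1/2 was smaller by a log2 difference of -2.56 at 2 h (standard error 0.34, adjusted p = 0.0018), -2.18 at 6 h (adjusted p = 0.00116) and -1.41 at 12 h (adjusted p = 0.00763), by limma with Benjamini-Hochberg adjustment. Csf2, which encodes GM-CSF, rose by 4.96, 5.15 and 4.75 in control cells. With Akti1/2, its response was lower at all 3 times, by -2.29 (standard error 0.29), -1.73 and -1.29, with adjusted p-values of 0.00134, 0.00171 and 0.00488 from limma with Benjamini-Hochberg adjustment. Il10 rose by 3.59, 5.68 and 5.02 in control cells. Its response was lower with Akti1/2 at 6 h, by -1.87 (standard error 0.30, adjusted p = 0.00136, limma with Benjamini-Hochberg adjustment), and differed by -0.49 at 2 h (adjusted p = 0.338) and -0.55 at 12 h (adjusted p = 0.186). Without replicate 2 of the 12 h control cells, the 12 h difference was -0.92 (adjusted p = 0.023, limma with Benjamini-Hochberg adjustment).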

Analysis of the microarray data confirmed the dependency of these genes on Akt activation, which inspired confidence in our results. Moreover, expression of the mRNAs encoding many secreted proteins was also decreased by Akt inhibition, including IL-13, IL-5, IL-3 and IL-4 ( Figure 2). 

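Il13 rose by 3.82, 4.72 and 4.26 (log2) at 2, 6 and 12 h in control cells. Its response with Akti1/2 differed by -2.17 (standard error 0.61, adjusted p = 0.0491), -2.81 (adjusted p = 0.00735) and -2.92 (adjusted p = 0.00334), by limma with Benjamini-Hochberg adjustment. The call at 2 h was lost without the filter on dim genes (adjusted p 0.0991) and when any 1 array at 0 or 2 h other than replicate 2 of the 2 h Akti1/2-treated cells was left out (adjusted p 0.071 to 0.154, limma). Il5 rose by 1.74, 4.38 and 4.58 in control cells, and its response with Akti1/2 differed by -2.80, -2.06 and -3.45 (standard error 0.36, adjusted p = 0.00147, 0.00225 and 3.64e-05 by limma with Benjamini-Hochberg adjustment). Il3 was not above background at 0 h. It was at least 12.7-fold, 78.9-fold and 141.9-fold higher at 2, 6 and 12 h in control cells, and at least 3.7-fold, 18.6-fold and 52.9-fold higher in Akti1/2-treated cells. Between Akti1/2-treated and control cells, Il3 differed by -1.76, -2.07 and -1.41 (standard error 0.23, adjusted p = 2.49e-04, 3.11e-05 and 2.8e-04, limma with Benjamini-Hochberg adjustment). Il4 rose by 1.45, 1.58 and 1.31 in control cells, and its response with Akti1/2 differed by -0.12, 0.04 and 0.54 (standard error 0.20, adjusted p = 0.745, 0.914 and 0.0509, limma with Benjamini-Hochberg adjustment). The 12 h difference in response of Il4 was past the threshold under 6 alternatives (adjusted p 0.0143 to 0.044, limma), among them the fit without replicate 2 of the 12 h Akti1/2-treated cells, in the direction of a larger response. Its level was higher with Akti1/2 at 12 h, by 0.99 (adjusted p = 9.34e-05, limma with Benjamini-Hochberg adjustment). This exceeds the 0.54 difference in response because Il4 already lay higher with Akti1/2 at 0 h, where it was not called. The J5 scores of Il4 were 29.2, 28.9 and 19.5 in control cells and 20.2, 31.2 and 32.7 in Akti1/2-treated cells. The divisor at 2 h was larger with Akti1/2, so the lower 2 h score does not by itself show a smaller change. Over the 12 genes for secreted proteins in Fig. 2, the response was lower with Akti1/2 for 12, 11 and 9 genes at 2, 6 and 12 h. limma called 7, 10 and 8 of them over all genes, and 8, 10 and 10 when adjusted over the list alone. At 12 h, 7 of the calls were lower responses in either case. The paper chose this list in part on these samples (Tnf, Csf2 and Il10 come from earlier work), so the count adjusted over the list alone is not independent evidence.

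**Figure D1:**
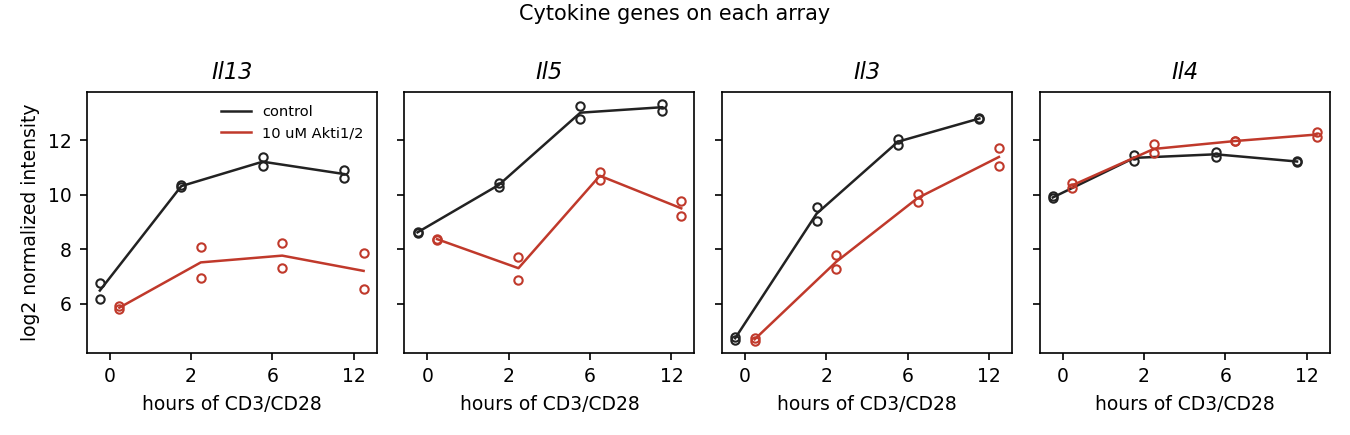
Normalized log2 intensity of Il13, Il5, Il3 and Il4 at 0, 2, 6 and 12 h of stimulation in control (black) and Akti1/2-treated cells (red). Open circles are single arrays (2 per group) and lines join the group means, with time points equally spaced. Il13, Il5 and Il3 lie lower with Akti1/2 at each time after stimulation, and Il4 lies higher, as it also does at 0 h.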

The protein products of these genes (except IL-3) were examined in our previous paper ^3^, which confirmed similar decreases after Akt inhibition. Our data agrees with Patra *et al’s* study ^7^, which showed that myr-Akt expression in activated CD4 ^+^ T cells resulted in increased Il-4 and Il-13 expression. In addition we found that expression of *Ltb* (encoding lymphotoxin β), *Areg* (encoding amphiregulin) and genes encoding the chemokines CCL1, CCL3 and CCL4 were also affected by Akt inhibition ( Figure 2).

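The response of Ltb differed with Akti1/2 by -1.27 at 2 h and -0.95 at 6 h (standard error 0.21, adjusted p = 0.006 and 0.00882, limma with Benjamini-Hochberg adjustment), and by 0.56 at 12 h (adjusted p = 0.0648). The 12 h difference of Ltb passed the threshold under 3 alternatives, with an adjusted p of 0.0286 to 0.0445 (limma). For Areg, the differences were -0.69 at 2 h (adjusted p = 0.169), -1.32 at 6 h (adjusted p = 0.00935) and -1.75 at 12 h (adjusted p = 9.31e-04), all by limma with Benjamini-Hochberg adjustment. With the arrays scaled to the same mean, the 2 h difference of Areg was -0.86 (adjusted p = 0.0154, limma). Ccl1 rose by 5.66, 6.56 and 5.25 (log2) in control cells, and its response with Akti1/2 differed by -0.97, -1.98 and -1.35 (standard error 0.25, adjusted p = 0.0342, 3.57e-04 and 0.00161, limma with Benjamini-Hochberg adjustment). The call of Ccl1 at 2 h was lost without the filter on dim genes (adjusted p 0.0625) and when any 1 of 6 of the 8 arrays at 0 and 2 h was left out (adjusted p 0.0783 to 0.127, limma). The exceptions were replicate 2 of the 0 h control cells and replicate 2 of the 2 h Akti1/2-treated cells. Ccl3 rose by 3.16, 4.37 and 3.86, and its response differed by -0.355 and -0.09 at 2 and 6 h (adjusted p = 0.224 and 0.777, limma with Benjamini-Hochberg adjustment). At 12 h, the response of Ccl3 was larger with Akti1/2, by 1.13 (standard error 0.18, adjusted p = 4.81e-04, limma with Benjamini-Hochberg adjustment). Ccl4 rose by 2.54, 3.90 and 3.62, and its response differed by -0.69, -0.998 and -0.12 (adjusted p = 0.0502, 0.00426 and 0.697, limma with Benjamini-Hochberg adjustment). The 2 h difference of Ccl4 passed the threshold under 5 alternatives, with an adjusted p of 0.0034 to 0.0341 (limma). Among these was the fit that left out replicate 2 of the 0 h control cells (adjusted p 0.0333, limma).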

**Figure 2.**
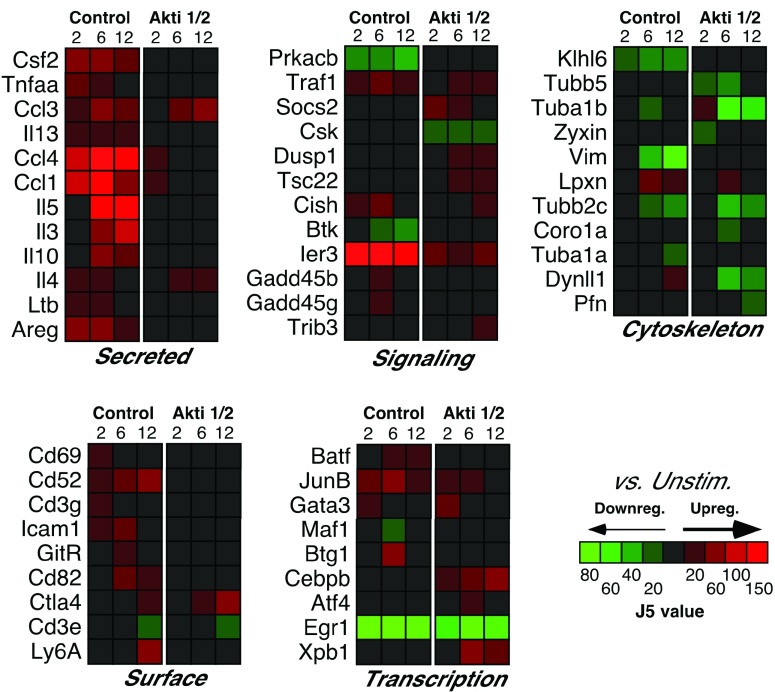
Selected Akt-dependent genes differentially expressed between control (0 h) and 2 h, 6 h and 12 h CD3/CD28 stimulation groups. Relative levels of expression are represented by the J5 score.

Of note, several cell-surface proteins, including CD69, CD52 and CD82 were among the Akt-dependent genes after T cell activation ( Figure 2). 

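Cd69 rose in control cells by 3.32, 2.46 and 1.30 (log2) at 2, 6 and 12 h. Its response with Akti1/2 differed by 0.04 at 2 h (adjusted p = 0.942), 0.71 at 6 h (adjusted p = 0.0581) and 1.12 at 12 h (standard error 0.24, adjusted p = 0.00391), by limma with Benjamini-Hochberg adjustment. The 6 h difference of Cd69 passed the threshold under 4 alternatives (adjusted p 0.016 to 0.0378, limma), the lowest without replicate 1 of the 6 h Akti1/2-treated cells. The J5 scores of Cd69 were 34.3, 14.1 and 4.1 in control cells and 18.9, 19.9 and 8.4 in Akti1/2-treated cells. Its lower 2 h score with Akti1/2 goes with a larger divisor and does not by itself show a smaller change. The change of Cd52 from 0 h was lower with Akti1/2, by -0.52, -0.59 and -0.39 (standard error 0.14, adjusted p = 0.0412, 0.0126 and 0.052, limma with Benjamini-Hochberg adjustment), and its 12 h difference passed the threshold under 3 alternatives (adjusted p 0.0121 to 0.0374). The 2 h call of Cd52 was lost when any 1 of the 8 arrays at 0 and 2 h was left out (adjusted p 0.0582 to 0.14, limma), and the 6 h call without replicate 1 of the 0 h control cells (adjusted p 0.0568). Its J5 scores were 28.5, 50.0 and 60.4 in control cells and -11.2, -2.7 and 14.3 with Akti1/2. Cd82 differed in its response by -0.565 at 6 h (standard error 0.13, adjusted p = 0.0104, limma with Benjamini-Hochberg adjustment), and by -0.07 and -0.18 at 2 and 12 h (adjusted p = 0.778 and 0.311). Its J5 scores were 5.2, 40.0 and 33.8 without and 1.9, 14.5 and 16.2 with Akti1/2. Over the 9 genes for surface proteins in Fig. 2, limma called 4, 6 and 4 responses different at 2, 6 and 12 h, and 4, 7 and 6 when adjusted over the list alone, which the paper chose on these samples and which is not independent evidence. Of the calls over all genes, 3, 5 and 2 were a lower change from 0 h with Akti1/2. Such a count takes in a further fall as well as a smaller rise. The list holds Cd3e, with J5 scores of -2.7, -10.4 and -20.7 in control cells and -18.0, -20.2 and -21.0 with Akti1/2.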

The CD82 molecule is a type III integral membrane protein with four transmembrane domains and is part of the tetra-span-transmembrane (TST) family, which also includes CD9, CD37, CD53, CD63 and CD81/TAPA-1 ^27^. Interestingly, proteins of this family are involved in cell activation. For example, engagement of CD82 can deliver a co-stimulatory signal, similar to CD28, for full T cell activation, leading to strong IL-2 production ^28^. CD52 is a small glycopeptide molecule and tethered to the outer surface of the plasma membrane by a glycosylphosphatidylinositol (GPI)-anchor ^29^. CD52 crosslinking can also provide a co-stimulatory signal that causes the activation of normal human T lymphocytes ^30^ and induction of CD4 ^+^ regulatory cells ^31^. Since Akt was reported to mimic CD28 co-stimulation in a T cell line by synergizing with TCR-induced signals to increase transcription of the IL-2 promoter ^5^, activation of these other co-stimulatory molecules might also function through this pathway.

Interestingly, inhibition of Akt resulted in impaired up-regulation of the genes encoding many ribosomal proteins ( Figure 3). These included: Rps6 (a major substrate of ribosomal protein kinases ^32^); Rps8, Rps9 (reported to be activated in various tumors, including colon cancer ^33^); Rps10, Rps15, Rps24 (mutations in these gene result in Diamond-Blackfan anemia ^34^); Rpl7a (which interacts with a subclass of nuclear receptors and inhibits their ability to activate transcription ^35^); Rplp1 (important for elongation during protein synthesis ^36^). 

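The arrays hold 53 genes for ribosomal proteins above background, taken by symbol. In control cells, 40 of them were higher at 2 h and 42 at 6 h than at 0 h, with a median log2 fold change of 0.082 and 0.064 (limma's camera with a preset correlation of 0.01, two-sided p = 0.0206 and 0.0397). At 12 h, the median over the 53 genes was 0.034 (camera with the same correlation, p = 0.272). With a correlation estimated from the data, the p-values at 2 and 6 h were 0.0502 and 0.0748, and fry gave 0.00428 and 0.00252. With the preset correlation, they rose above 0.05 without replicate 1 of the 0 h control cells at both times, without replicate 2 of the 2 h control cells and without replicate 1 of the 6 h control cells. By camera with this correlation, the difference between their response with and without Akti1/2 had a median of -0.041 at 2 h (24 of 53 genes higher, p = 0.277), -0.005 at 6 h (26 higher, p = 0.472) and 0.043 at 12 h (32 higher, p = 0.415). The rotation test fry gave p = 0.0456 at 2 h, 0.135 at 6 h and 0.168 at 12 h, and camera with an estimated correlation gave 0.311, 0.495 and 0.441. At 6 h, the median changed sign without the filter on dim genes, with only the genes detected on all 16 arrays, and without replicate 1 of the 0 h control cells. In a test on simulated arrays, a shift of -0.2 planted in all 53 genes at 6 h was estimated at -0.087 and had a camera p of 0.00711 in 1 draw, in which 9 sets without a planted shift were estimated at -0.116 to 0.136. The simulated spread was taken from intensities before normalization, so this draw does not give the sensitivity of the test on the data. From the genes in Fig. 3, the paper proposes that changes in ribosomal proteins may contribute to greater protein synthesis during T cell activation.

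**Figure D2:**
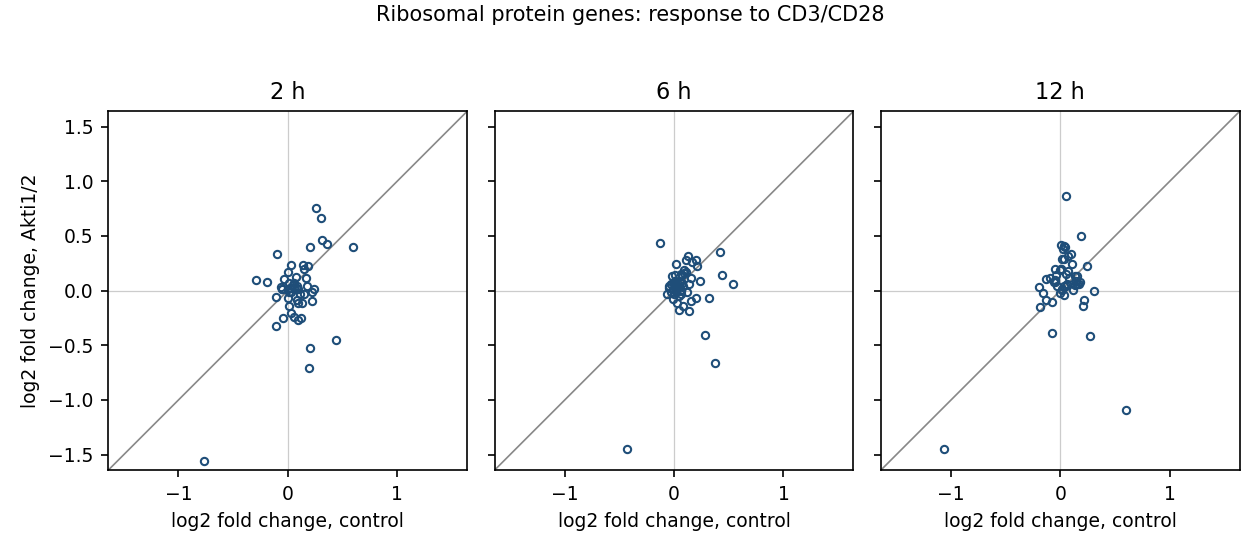
Response of 53 ribosomal protein genes to CD3/CD28 stimulation at 2, 6 and 12 h, as log2 fold change against 0 h, in control cells (x axis) and in Akti1/2-treated cells (y axis). Each point is a gene and the grey line marks equal responses. The points lie on both sides of the line at each time point.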

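For Rps6, Rps9, Rps10, Rps15, Rps24, Rpl7a and Rplp1, limma with Benjamini-Hochberg adjustment did not call a different response under Akti1/2 at any of the 3 times. The log2 differences at 2, 6 and 12 h were -0.23, 0.03 and 0.24 for Rps6, -0.06, 0.06 and 0.10 for Rps9, and 0.02, 0.04 and 0.18 for Rps10. They were -0.23, 0.10 and 0.38 for Rps15, 0.15, -0.04 and -0.05 for Rps24, -0.32, -0.03 and 0.13 for Rpl7a, and -0.03, 0.02 and 0.14 for Rplp1. The J5 score of Rps6 was 20.8, 19.6 and 19.0 in control cells and -8.5, 16.9 and 57.1 with Akti1/2. For Rpl7a, it was 49.7, 17.7 and 4.6 without and 14.8, -3.0 and 1.9 with Akti1/2, and for Rps24 51.8, 23.8 and 16.9 without and 76.4, 11.0 and 2.8 with it. Of the ribosomal genes in Fig. 3, 32 were found in the table and Rpl23a was not. Their J5 score was lower with Akti1/2 for 12 genes at 2 h, 28 at 6 h and 9 at 12 h, and higher for 20, 4 and 23. The median J5 score of the list was 25.35, 20.95 and 8.25 in control cells and 37.45, 8.15 and 16.3 in Akti1/2-treated cells. The divisor of the score was larger with Akti1/2 at each time, so these scores do not compare differences in intensity directly. limma called a different response for 0, 0 and 1 of the 32 over all genes, and for 0 at each time when adjusted over the list alone, while 3, 1 and 2 had an unadjusted p under 0.05. The paper chose this list on these samples, so the latter count is not independent evidence.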

All these proteins belong to either small or large subunits of ribosomes; changes in their expression may contribute to an increase in protein synthesis to accommodate numerous cellular processes involved in T cell activation, in addition to the possible connections to cancer. Importantly, the expression of 18S ribosomal genes, which was used for our qPCR housekeeping gene, did not differ between our experimental groups.

**Figure 3.**
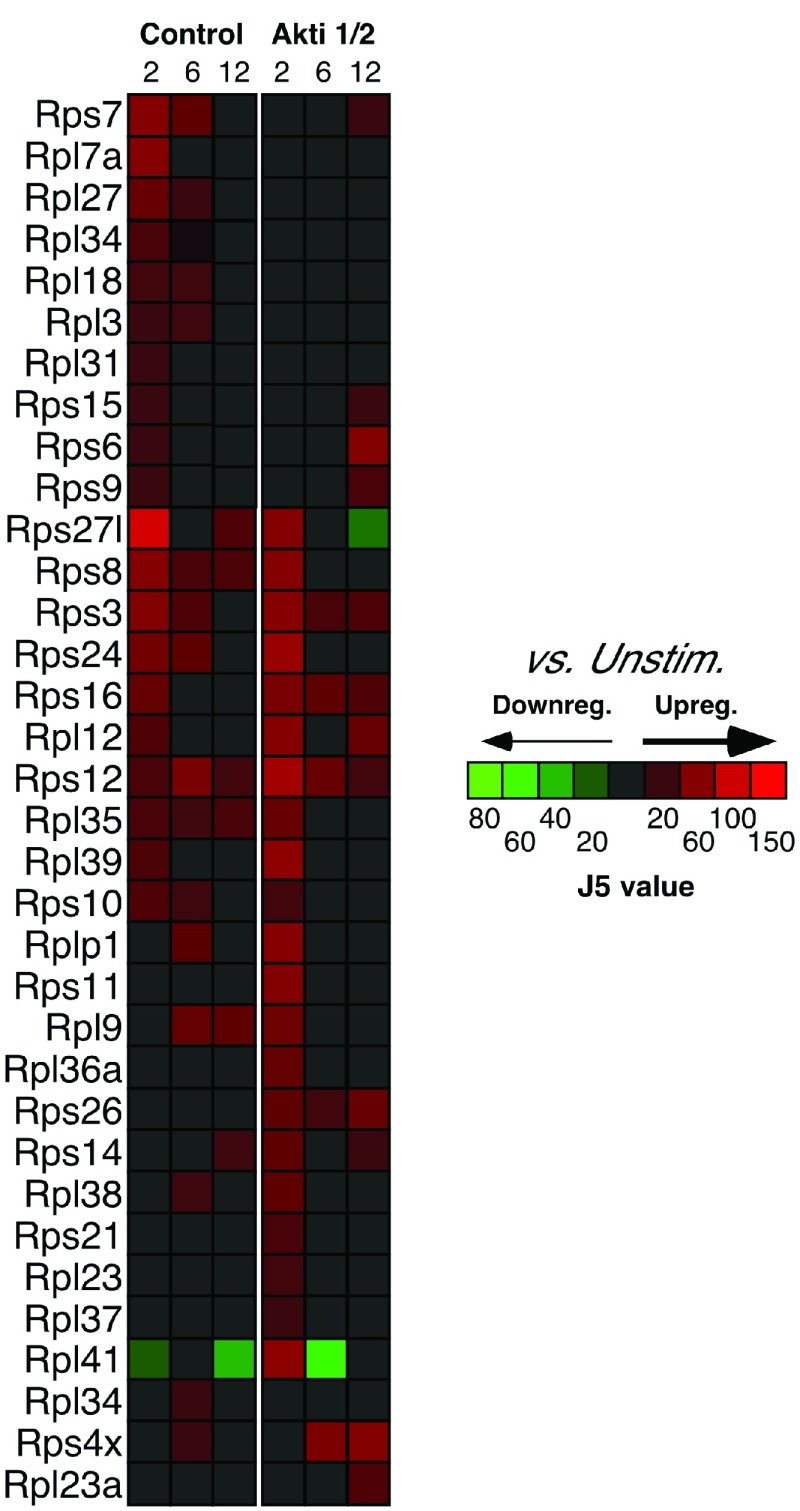
Akt-dependent ribosomal subunit genes differentially expressed between control (0 h) and 2 h, 6 h and 12 h CD3/CD28 stimulation groups. Relative levels of expression are represented by the J5 score.

### Expression validation of selected genes

In order to validate the microarray data and obtain more quantitative data on specific genes, real-time PCR analysis was performed at different time points after CD3/CD28 stimulation ± Akti1/2. *Ier3* (also named IEX-1, immediate early response gene X-1), *Il13*, *Ccl1* and *Ccl4* were selected for real-time PCR validation because their expression was greatly enhanced after CD3/CD28 stimulation and decreased in the presence of the Akt inhibitor. Of note, the gene expression of *Ccl1* and *Il3* was rapidly up-regulated by CD3/CD28 stimulation, while the up-regulation of *Ier3* and *Ccl4* expression by CD3/CD28 stimulation was delayed. 

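By microarray, Ier3 rose in control cells by a log2 fold change of 3.52 at 2 h, 3.42 at 6 h and 2.72 at 12 h against 0 h (standard error 0.18). The array values of Ccl1, Ccl4 and Il3 in control cells were highest at 6, 6 and 12 h. The response of Ier3 with Akti1/2 differed by -1.565 at 2 h, -1.87 at 6 h and -0.73 at 12 h (standard error 0.26, adjusted p = 0.00554, 5.61e-04 and 0.0456, limma with Benjamini-Hochberg adjustment). Its call at 12 h was lost without the filter on dim genes (adjusted p 0.0916), with the chip in the fit (adjusted p 0.054) and without any 1 of 5 arrays (adjusted p 0.0725 to 0.173, limma). These 5 arrays were both 0 h control replicates, replicate 2 of the 0 h and of the 12 h Akti1/2-treated cells, and replicate 1 of the 12 h control cells. The J5 score of Ier3 was 319.5, 243.0 and 137.9 in control cells and 40.0, 30.3 and 38.5 in Akti1/2-treated cells.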

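Egr1 had a normalized log2 intensity of 13.11 ± 0.21 (SD, n = 2) in control cells at 0 h, and of 9.34 ± 0.45, 8.39 ± 0.14 and 9.03 ± 0.03 at 2, 6 and 12 h. The log2 fold changes were -3.77, -4.72 and -4.08 (standard error 0.29, adjusted p = 4.38e-06, 1.96e-07 and 7.95e-07, limma with Benjamini-Hochberg adjustment). With Akti1/2, the fall of Egr1 differed by -0.23, -0.52 and -0.82 (standard error 0.40, adjusted p = 0.763, 0.399 and 0.141, limma with Benjamini-Hochberg adjustment). Without replicate 2 of the 12 h Akti1/2-treated cells, the 12 h difference was -1.36 (adjusted p = 0.00761, limma with Benjamini-Hochberg adjustment).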

*Egr1* was also selected as a control gene, which showed no CD3/CD28 dependent increase in gene expression, but rather a sharp decrease. Thus, Akt inhibition could affect different genes that showed diverse kinetics after CD3/CD28 stimulation. At least for these specific genes, the changes in expression, as assessed by real-time PCR, confirmed the microarray results, giving us confidence in the overall quality of the dataset.

Akt is known to directly phosphorylate FOXO3a (including in T cells) and, once phosphorylated, FOXO3a is excluded from the nucleus and becomes transcriptionally inactive ^37^. One of the best characterized FOXO target genes in T cells is *Klf2* ^38^. 

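Klf2 was not above background on any of the 16 arrays. Its mean intensity per group lay between 113.5 and 133.7, and the mean of the negative controls per array lay between 111.06 and 138.58. No change of Klf2 was tested.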

For reasons that are unclear, we did not observe modulation of *Klf2* expression after CD3/CD28 stimulation, with or without Akti1/2. 

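The response of Klf6 to stimulation was higher with Akti1/2 by 1.02 at 2 h, 2.07 at 6 h and 1.78 at 12 h (log2, standard error 0.25, adjusted p = 0.0269, 2.48e-04 and 2.3e-04, limma with Benjamini-Hochberg adjustment). In control cells, Klf6 changed by -0.46, -1.39 and -2.02, and its J5 score stayed between -9.9 and 8.3 in both groups. For Cebpb, the differences in response were 1.88, 1.72 and 2.04 (standard error 0.16, adjusted p = 1.68e-04, 5.86e-05 and 7.51e-06, limma with Benjamini-Hochberg adjustment). Ctla4 differed by 0.76, 1.02 and 1.26 (standard error 0.18, adjusted p = 0.0257, 0.0025 and 2.9e-04, limma with Benjamini-Hochberg adjustment). At 2 h, the call of Klf6 was lost without any 1 of 5 of the 8 arrays at 0 and 2 h (adjusted p 0.0514 to 0.0982), and that of Ctla4 without any of them but replicate 2 of the 2 h control cells (adjusted p 0.0529 to 0.0876, limma). For Klf6, the 5 arrays were both 0 h control replicates, replicate 1 of the 0 h Akti1/2-treated cells, and replicate 2 of the 2 h control and Akti1/2-treated cells. Of the Gadd45 genes, Gadd45a was not above background on any array and was not tested. Gadd45b was not above background in control cells at 0 h and was at least 14.2-fold, 42.0-fold and 25.3-fold higher at 2, 6 and 12 h. It was lower in Akti1/2-treated than in control cells by -1.10 at 2 h and -1.14 at 6 h (standard error 0.21, adjusted p = 0.00293 and 0.00129, limma with Benjamini-Hochberg adjustment), with a difference of 0.07 at 12 h (adjusted p = 0.807). The change of Gadd45g from 0 h was lower with Akti1/2, by -1.38, -2.91 and -1.33 (standard error 0.19, adjusted p = 0.00237, 3.21e-06 and 2.9e-04, limma with Benjamini-Hochberg adjustment). A set of 18 FOXO targets above background had a median difference in response of 0.47, 0.97 and 1.31 at 2, 6 and 12 h. Of its genes, 15, 17 and 16 were higher with Akti1/2 (limma's camera, two-sided, adjusted p = 2.33e-05, 2.59e-08 and 2.22e-08 over 56 tests of 8 gene sets, Benjamini-Hochberg). The 10 members detected on all 16 arrays had medians of 0.456, 0.970 and 1.57. The medians of the 18 genes were 0.2616, 0.46 and 0.6167 with quantile normalization without background correction and 0.3081, 0.5289 and 0.6921 with the arrays scaled to the same mean, and without the filter on dim genes those of 27 genes were 0.3136, 0.5779 and 0.5969. The set holds Klf6, Cebpb and Ctla4.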

Among known or suspected FOXO target genes ^38, 39^, several that did display enhanced expression in our microarray experiment in the presence of Akti1/2 were *Ctla4, Gadd45, Cebpb* and *Klf6*. The latter was recently identified as a FOXO target gene, which was confirmed by chromatin immunoprecipitation ^40, 41^. Our own real time PCR analysis confirmed that in Akti1/2-treated samples, there was an up-regulation of *Klf6*, relative to stimulation with anti-CD3/CD28 alone, which by itself resulted in a sharp decline in the *Klf6* message ( Figure 4).

**Figure 4.**
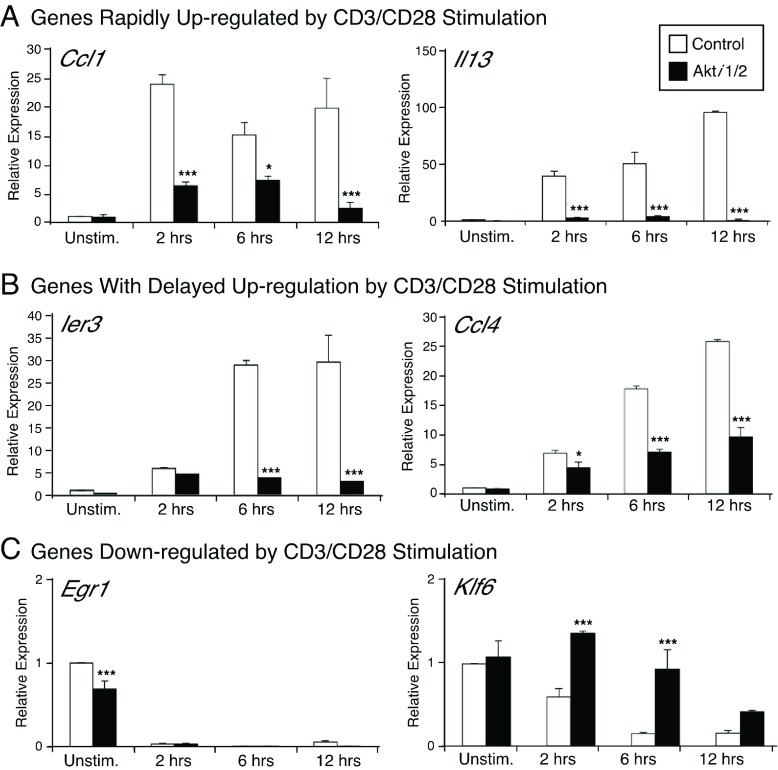
Quantitative real-time PCR (qPCR) confirmation of the stimulation-dependent expression of selected Akt-dependent genes. qPCR was used to validate the gene expression of *Ier3*, *Il13*, *Klf6*, *Egr1*, *Ccl1* and *Ccl4*. The RNA samples were the same as those used for the microarray. Results are presented as relative mRNA expression, compared to the unstimulated control sample, normalized to 18S RNA expression. ***p<0.001, *p<0.05 compared with the control group.

### Functional classification of the gene expression signature for Akt inhibition in activated T cells (pathway analysis of Akti1/2-mediated transcriptome changes)

From our previously published array data, we found that at two, six and twelve hours after CD3/CD28 stimulation. Akti1/2 elicited a wide range of effects on expression of numerous genes, including both over- and under-expressed genes. 

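Over the 3 time points, 151 genes were in the J5 list for control cells only (pattern 1), and 99 of them (65.6%) were in it at 1 time point and 9 at all 3. The lists share the same 0 h arrays. For the genes called only in Akti1/2-treated cells (pattern 3), 101 of 162 (62.3%) were at 1 time point. For those called in both (pattern 2), 61 of 104 (58.7%) were. In 20 simulations of unchanged groups, the median share at 1 time point was 73.6% (65.9 to 81.4%) for pattern 1. It was 55.3% (41.8 to 63.0%) for pattern 2 and 73.8% (67.0 to 83.1%) for pattern 3. The simulated J5 lists were shorter in the median than the real ones, which limits the comparison. For limma's calls of a different response, 1667 of 2929 genes (56.9%) were called at 1 time point and 276 at all 3. The same numbers of top-ranked genes in each of 20 simulations of unchanged groups gave 70.5% (69.5 to 72.1%) at 1 time point and a median of 185.5 at all 3. Across genes, which are not independent replicates, the correlation of the differences in response was 0.565 for 2 and 6 h, 0.421 for 2 and 12 h and 0.801 for 6 and 12 h, and 0.503, 0.499 and 0.501 for unchanged groups.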

In the present study, genes that showed changes in expression after two, six and twelve hours of stimulation in the presence of Akti1/2 were largely not overlapping and cannot be combined for subsequent analysis. 

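Among the genes with a J5 score beyond 20 in control cells only (59 genes at 2 h and 67 at 12 h), limma called the response different under Akti1/2 for 15, 42 and 31. The lists come from the same arrays, so these calls are not independent evidence. With each of the 8 arrays of the comparison left out in turn, 16, 39 and 30 of the genes stayed in the list every time.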

There were 54, 71 and 58 genes dependent on Akt at the two, six and twelve hour time points, respectively, after CD3/CD28 stimulation ( Data File 1– Data File 2 and Supplementary Figure 1).

To determine whether our gene expression signature was enriched in specific subsets of genes with known biological functions, bioinformatic functional classification analysis of the genes that were differentially expressed was carried out as described in the Methods. The functional classifications of gene sets are illustrated in Figure 5. 

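Of the genes with a J5 score beyond 20 in control cells only, 9 at 2 h, 13 at 6 h and 5 at 12 h encode ribosomal proteins. Against the 7395 genes above background, the odds ratios were 29.8, 32.4 and 12.2 (two-sided Fisher's exact test, p = 2.35e-10, 1.61e-14 and 1.08e-04). Since the J5 lists hold bright genes, the test was repeated against genes at least as bright as the dimmest called gene, 1646, 1840 and 1626 genes. The odds ratios were then 7.76, 9.29 and 3.06 (Fisher's exact test, p = 1.7e-05, 5.93e-08 and 0.0348). Ribosomal genes also numbered 13, 4 and 3 in the J5 lists for both groups and 10, 3 and 11 in those for Akti1/2-treated cells only, at 2, 6 and 12 h. Against 10000 draws of genes of like brightness, 1 of the 20 nearest for each of the 53 ribosomal genes, the counts in the list for control cells only were set beside medians of 6, 7 and 8 (two-sided permutation p = 0.192, 0.0388 and 0.209), a test chosen after the other results were seen. The medians of the draws were 17, 10 and 11 for the list for both groups (permutation p = 0.223, 0.02 and 0.0048) and 7, 10 and 15 for that for Akti1/2-treated cells only (permutation p = 0.25, 0.006 and 0.272). The 15 tests are 1 family without a correction, and genes are not independent replicates. All of the ribosomal genes in the list for control cells only rose in control cells at 2 and 6 h, and 3 of the 5 at 12 h. The 65 genes for cytokines, chemokines and their receptors above background had a median difference in response with Akti1/2 of -0.30 at 2 h, -0.54 at 6 h and -0.39 at 12 h, with 45, 45 and 39 of them lower. limma's camera gave two-sided p-values of 5.74e-05, 7.05e-05 and 0.0565. fry gave 1.54e-04, 7.96e-05 and 0.0025, and camera with an estimated correlation gave 0.0166, 0.0175 and 0.19. With the arrays scaled to the same mean, the median of the 65 genes was -0.0618 at 2 h (26 higher) and -0.2306 at 6 h, and with quantile normalization without background correction -0.1433 and -0.2758. Members detected on all 16 arrays, 32 genes, had medians of -0.444, -0.444 and -0.374. The pathway catalogue of the paper was not used here, and the other pathways were not tested.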

We found that genes involved in ribosome, cytokine-cytokine receptor interaction, antigen receptor signaling pathway, hematopoietic cell lineage and asthma were significantly enriched among genes affected by Akt inhibition in the presence of CD3/CD28 stimulation.

**Figure 5.**
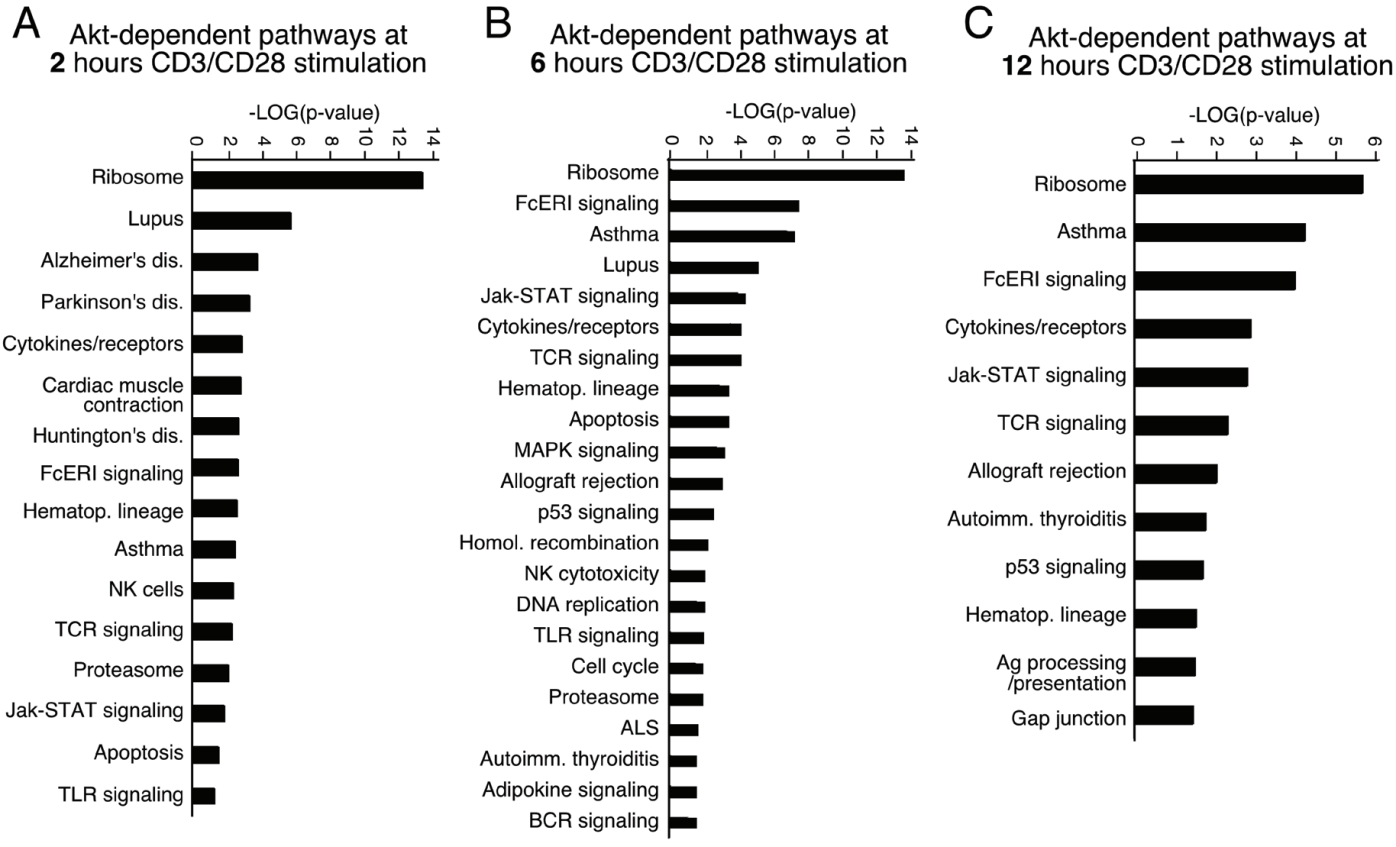
Functional classification of Akt dependent genes. Classification enrichment was determined using Pathway Express. Significance is indicated as –Log (p-value).

### Enrichment of transcription factors in target genes

Co-expressed genes are often regulated by common transcription factors. Therefore, we separately analyzed the genes that showed altered expression at 2, 6 and 12 h time points after CD3/CD28 stimulation using TFactS, an algorithm that used a catalog of well-characterized transcription factor targets to predict the activity of transcription factors based on microarray data ^23^. Enrichment of transcription factors was found at all the time points tested ( Figure 6). These included NF-κB family members (RelA, Rel, NF-κB1), Myc, Jun and C/EBP. At the 2 h time point, Myc, NF-κB family members (Nfkb1, RelA and Rel) and Egr1 were significantly enriched. RelA, Nfkb1 and Rel, along with Myc and Egr1 were also significantly regulated after 6 h of CD3/CD28 stimulation. Moreover, other transcription factors, including Sp1, C/EBPB, Ets1, Jun and Nfam1, were also enriched at the 6 h time point. At 12 h after stimulation, however, fewer transcription factors were regulated, with Myc and NF-κB1 still significantly regulated. 

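The target catalogue of TFactS was not used here, and short lists of targets took its place. The 32 NF-κB targets above background had a median difference in response with Akti1/2 of -0.47 at 2 h and -0.63 at 6 h, with 24 and 26 of them lower (limma's camera, two-sided, adjusted p = 1.19e-05 and 2.61e-05 over 56 tests of 8 gene sets, Benjamini-Hochberg). At 12 h, the median was -0.14 (adjusted p = 0.899). With an estimated correlation between the members, the adjusted p was 0.115 at 2 h and 0.125 at 6 h, while fry gave 0.00258 and 0.00143. The list holds Tnf, Csf2, Ltb, Ccl3, Ccl4, Ier3, Il10, Cd69 and Gadd45b, which the paper also names, Tnf, Csf2 and Il10 among them from earlier work. The 25 members detected on all 16 arrays had medians of -0.447, -0.494 and -0.147 at 2, 6 and 12 h. At 2 and 6 h, the medians of the 32 genes were -0.2963 and -0.5759 with the arrays scaled to the same mean and -0.3424 and -0.6414 with quantile normalization without background correction, and without the filter on dim genes those of 36 genes were -0.3931 and -0.265. The 29 Myc targets had a median difference of -0.02 at 2 h (adjusted p = 0.69), -0.53 at 6 h (27 lower, adjusted p = 4.63e-07) and -0.83 at 12 h (28 lower, adjusted p = 7.37e-09) by the same test. At 2 h, the mean of the Myc targets and the direction of the test were upward (mean 0.07), and the median was 0.016 when the arrays were scaled to the same mean. The calls of the Myc targets at 6 and 12 h held under fry (adjusted p = 5.05e-06 and 2.47e-07) and under an estimated correlation (adjusted p = 0.00225 and 0.00171).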

In summary, the most significantly enriched transcription factor binding sites in the regulatory regions of Akt-dependent genes after CD3 and CD28 stimulation were those of NF-κB family members and Myc.

**Figure 6.**
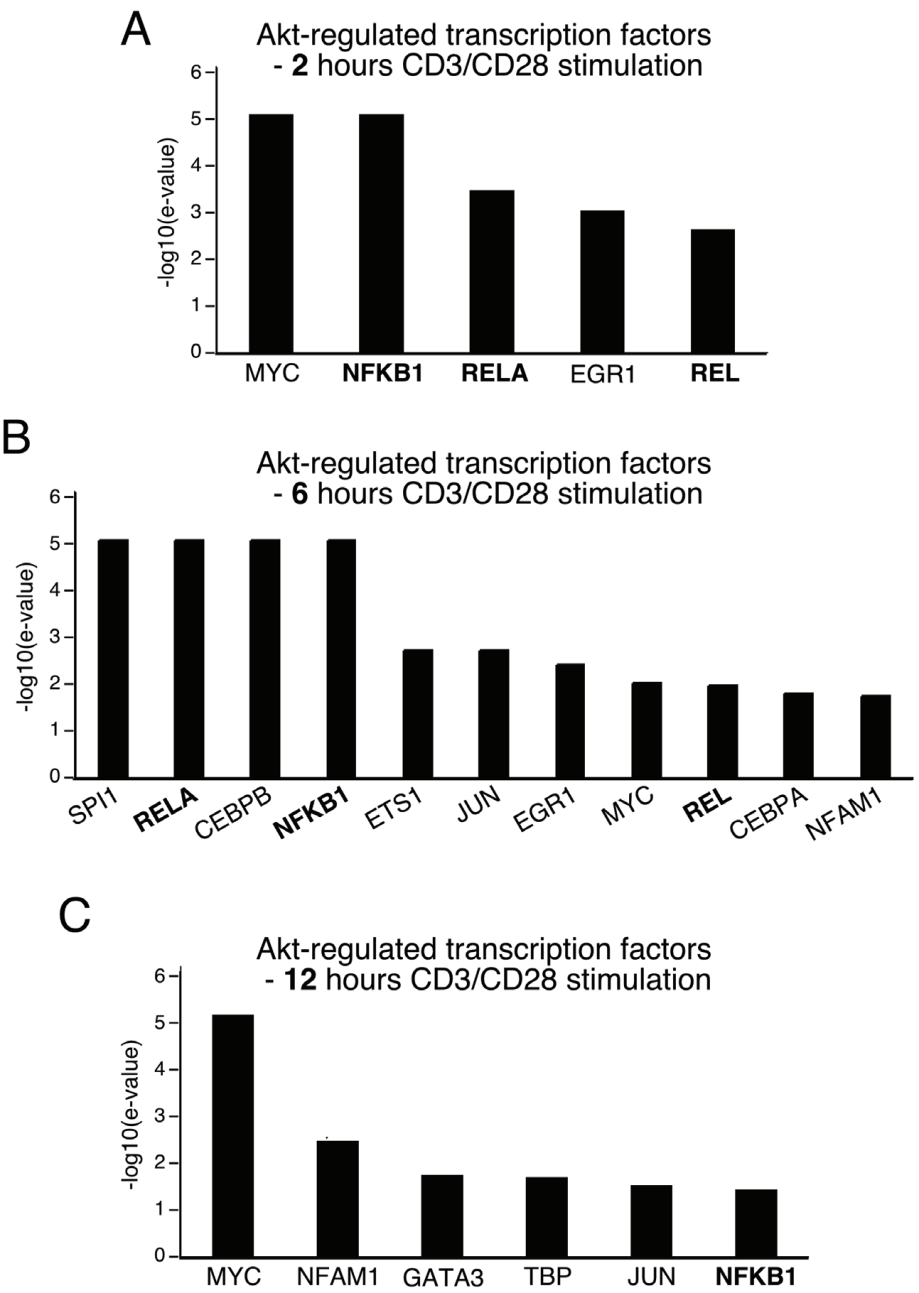
Transcription factor binding sites enriched in Akt-dependent genes, as predicted by TFactS. The list of Akt-dependent genes was submitted to TFactS (sign-less) using default settings. Significance of regulated transcription factors was determined with–log10 (e-value).

## Discussion

Akt activation impacts the expression of genes responsible for cell proliferation and survival ^42, 43^. The majority of previous global gene expression studies have investigated transcriptional programs under the combined control of both PI3K and Akt ^44, 45^. Despite much attention in recent years to the role of Akt-regulated metabolism in T cells ^46^, a recent study provided clear evidence that Akt indeed contributes to changes in gene expression after activation of cytotoxic T cells ^10^. We have also been interested for some time in achieving a greater level of clarity in separating the effects of PI3K and Akt during helper T cell activation ^47^. Our recent study identified a subset of NF-κB-dependent genes that require Akt for optimal upregulation during helper T cell activation by using a targeted gene profiling approach ^3^. In the present study, we performed a broader microarray analysis to characterize the global changes in gene expression resulting from inhibition of Akt in activated CD4 ^+^ helper T cells. Analysis of the affected genes revealed pathways that are central to the effects of Akt on helper T cell activation. Finally, analysis of the enrichment in transcription factor binding sites in our target genes further confirmed NF-κB as a regulator of these genes in response to TCR stimulation.

The generation and maintenance of memory T cells is central to the development of protective immunity, as characterized by a rapid and vigorous response after a secondary encounter with a given pathogen or antigen ^48, 49^. Recent studies have suggested that proper regulation of Akt activity is essential for the development of memory T cells. Riou *et al.*, found that Akt plays a critical role in the phosphorylation of FOXO3 in CD4 ^+^ central memory T cells (T _CM_), thereby promoting T _CM_ survival ^50^. Abrogating the Akt survival pathway led to a greater degree of apoptosis in T _CM_ as compared with effector memory T cells (T _EM_), confirming that T _CM_ are more dependent on these pathways for their survival. Sustained and strong activation of Akt was also shown in CD8 ^+^ cytotoxic T cells (CTL) to coordinate the TCR and IL-2-induced transcriptional programs that control expression of key cytolytic effector molecules, adhesion molecules, and cytokine and chemokine receptors that distinguish effector from memory and naïve T cells ^10^. It has been suggested ^51^ that Akt simultaneously induces and represses expression of key genes, leading to the development of effector CTL, with the FOXO transcription factors being at the center of this process. Thus, Kim *et al.*, found that Akt appeared to function as a cellular rheostat, controlling distinct facets of the program that governed differentiation of Ag-activated CD8 ^+^ T cells into effector cells or memory CD8 ^+^ T cells ^51^. Myristoylated Akt transgenic mice were found to accumulate memory phenotype CD4 ^+^ T cells and to develop both tumors and autoimmunity ^52^, effects that could, in principle, be due in part to non-metabolic outcomes of Akt activation, such as NF-κB activation ^6^. In addition, FOXO transcription factors control the development and function of natural regulatory T cells (nTreg) ^53^, and the generation of inducible Treg (iTreg) is also regulated by both Akt and FOXO's ^54, 55^.

The enrichment of multiple NF-κB family members in Akt-dependent genes confirmed our previous study emphasizing the important role of NF-κB in Akt-dependent biological processes ^1^. Although FOXO did not appear in the list of the most significantly affected transcription factors in our analysis of Akt-dependent genes, expression of multiple FOXO target genes (including *Klf6*, *Gadd45* and *Ctla4*) was increased in the presence Akt inhibition, relative to stimulation with anti-CD3/CD28 alone. Using RT-PCR, we confirmed that Klf6 expression was decreased, as expected, by stimulation with anti-CD3/CD28 alone, an effect that was significantly retarded (particularly at earlier time points) in the presence of the Akt inhibitor. Although *Klf6* is not the most commonly discussed FOXO target gene, a recent whole transcriptome analysis of FOXO-deficient liver endothelial cells identified *Klf6* as one of the top two most significantly down-regulated genes with the highest number of conserved FOXO-binding elements ^40^. Moreover, a ChIP-based study identified *Klf6* as a direct transcriptional target of FOXO1 ^41^. Further study will be necessary to determine to what extent the global effects of Akt on CD4 ^+^ T cell biology are due specifically to effects on FOXO vs. NF-κB.

Of note, Myc target genes were also found enriched in the subset of Akt-dependent genes after T cell activation. It is well known that Myc is associated with cell activation. However, it is now thought that Myc is not an on-off specifier of a particular transcriptional program(s) but is a universal amplifier of gene expression, increasing output at all active promoters ^56^. Relevant for our findings, N-Myc was reported to function as a regulator of cell growth by stimulating expression of genes functioning in ribosome biogenesis and protein synthesis ^57^. Akt was also reported to cooperate with c-Myc to increase ribosome biogenesis and cell growth, which includes the synthesis of rRNA and ribosomal proteins, processing of 45S rRNA, and assembly of functional ribosomal subunits ^52^. In our present study, we showed that Akt inhibition decreased the expression of many ribosomal proteins, including components of both the small (40S) and large (60S) ribosomal subunits. Putting together these disparate observations, it may be that in activated T helper cells, one of the mechanisms through which Akt broadly regulates ribosomal subunit transcription is by activating Myc.

Akt is also known to enhance ribosomal protein production through the mammalian target of rapamycin (mTOR) pathway. However, it was reported that direct inhibition of Akt only weakly suppressed the phosphorylation of S6 and S6K1 in CTLs ^10^ and Akti1/2 could only weakly suppress the CD3/CD28 stimulation dependent phosphorylation of S6 in Jurkat T cells and primary helper T cells (unpublished data from our lab). Akt could signal through mTORC1-dependent and independent mechanisms to promote rDNA transcription in mammalian cells ^52^. Dissecting out the mTOR-independent mechanism that Akt utilizes to regulate ribosomal biogenesis is crucial to understand the therapeutic response to Akt inhibitors in cancer.

## Figures and Tables

**Supplementary Figure 1.**
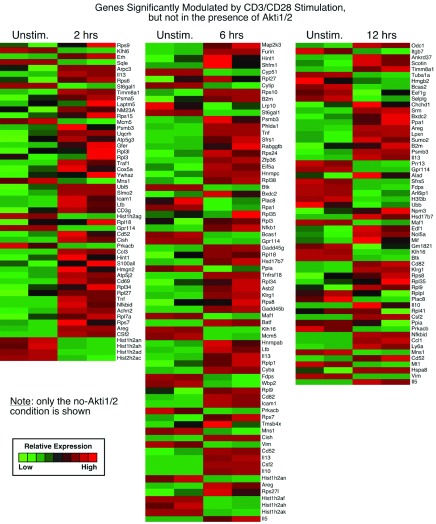
Genes significantly modulated by CD3/CD28 stimulation alone, but not modulated in the presence of Akti1/2. Each row represents a gene and each column shows one of the duplicates from two different groups (from left to right 0 h vs. 2 h, 0 h vs. 6 h, 0 h vs. 12 h). The red and green colors reflect high and low expression levels, respectively.

**Supplementary Figure 2.**
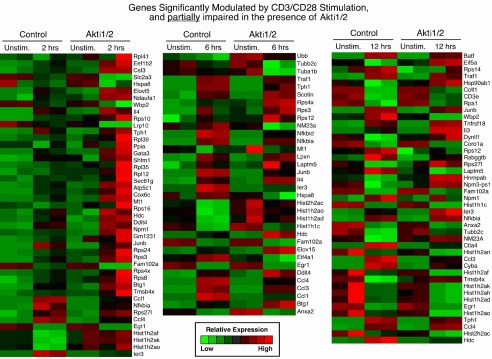
Genes significantly modulated by CD3/CD28 stimulation alone but less modulated in the presence of Akti1/2. Each row represents a gene and each column shows one of the duplicates from two different groups (from left to right 0 h vs. 2 h, 0 h vs. 6 h, 0 h vs. 12 h). The red and green colors reflect high and low expression levels, respectively.

**Supplementary Figure 3.**
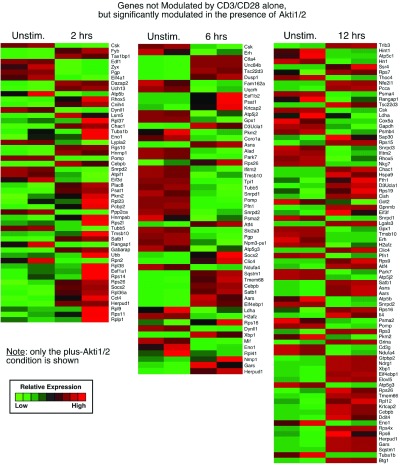
Genes significantly modulated by Akti1/2 alone. Each row represents a gene and each column shows one of the duplicates from two different groups (from left to right 0 h vs. 2 h, 0 h vs. 6 h, 0 h vs.12 h). The red and green colors reflect high and low expression levels, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

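Gene expression was measured in the D10 Th2 cell line in 8 groups: control and Akti1/2-treated cells (10 µM, 1 h of pre-incubation) at 0, 2, 6 and 12 h of CD3/CD28 stimulation, with 2 arrays per group. The 16 arrays lay on 2 chips of 8, and each chip held 1 array of each group. The replicate numbers of the 12 h control cells lie on the opposite chips from those of the other groups. The bead intensities were summarized by the authors as 1 intensity per gene and array in the scanner software, on a linear scale, and deposited without normalization and without background subtraction, according to the file header. The table holds 18138 genes and 832 control entries, of which 798 are negative controls, and no detection p-values. Each gene has 1 entry, so probes for different transcripts of a gene were not told apart here. Of the genes, 992 have no definition, and 16590 have an identifier in the mouse gene table used for names. A second control table that covers 15 of the arrays holds the same values and was not used here.

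A detection p was computed per gene and array as the share of the negative controls with an intensity at or above that of the gene. Genes with a detection p under 0.01 on at least 2 of the 16 arrays were tested (7395 genes), 5544 were detected on all arrays and 10287 on none. Intensities were corrected and normalized with neqc (normal-exponential background correction on the negative controls, offset 16, quantile normalization, log2) in limma 3.58.1 under R 4.3.3. All 8 groups were fitted in 1 linear model (lmFit, contrasts.fit and eBayes, 8 residual degrees of freedom, 4.26 prior degrees of freedom). The contrasts were each time point against 0 h within control and within Akti1/2-treated cells, Akti1/2-treated against control cells at each time point, and the interaction, which is the change from 0 h with Akti1/2 minus the change without. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. No replicate or chip term was used in the model, since the paper's methods name none. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

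J5 scores were computed on untransformed intensities of all genes after scaling each array to a common 95th percentile, with a threshold of 20. Pattern 1 holds the genes beyond the threshold in control cells only, pattern 2 those in both and pattern 3 those in Akti1/2-treated cells only. Gene sets were tested with camera (preset correlation 0.01, two-sided), with fry and an estimated correlation beside it. The ribosomal protein genes and the genes for cytokines and their receptors were tested each on their own. Another 8 sets (canonical histone genes, proteasome subunits, oxidative phosphorylation, sterol synthesis, and targets of ATF4, FOXO, NF-κB and Myc) were adjusted over 56 tests. The comparisons, thresholds, gene sets and most alternatives were chosen before the data were examined. The genes named are those in the paper's results text and in Figure 2 to Figure 4, and at each time point the 3 largest rises and the 3 largest falls in the interaction among genes called and changed the same way in both replicate numbers.

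The alternatives were quantile normalization without background correction, scaling to the same mean, no filter on dim genes, only genes detected on all 16 arrays, a replicate or a chip block, a fit of only the groups compared, fry in place of camera, other J5 scalings and thresholds, and leaving out each array in turn. With an array left out, the lone array of its group is assumed to vary like the other groups. The replicate numbers were tried as a block although the samples share only a number. The steps were tested on simulated arrays with planted changes. Of 200 planted changes, 145 were recovered in the change from 0 to 6 h in control cells (80% of those at a log2 of 1), with 3 calls not planted, and 96 in the interaction at 6 h (24% at a log2 of 1 and 96% at 2), with 10 calls not planted. The simulated spread came from intensities before normalization and so holds differences in scale between arrays. Fewer changes were planted than were called in the data, which makes the adjusted threshold stricter. These shares therefore do not give the sensitivity of the main tests. The catalogues of pathways and transcription factors and the quantitative PCR values of the paper were not analysed here.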

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

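The tests of the histone genes, of the genes with opposite effects, of the scaling for the ATF4 and sterol sets and of Rgs1 were chosen only after the results were seen.

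The canonical histone genes, which the paper does not discuss, were higher with Akti1/2 at 0 h, before stimulation (36 of 41 genes, median log2 difference 0.28, camera adjusted p = 1.87e-14 over 56 tests). With an estimated correlation the adjusted p was 0.00338, and with fry 9.48e-04. Against the scaling of the arrays as the whole cause stands the median of 0.16 with the arrays scaled to the same mean, and against a single array the highest p of 8.42e-09 with any 1 array at 0 h left out. Signal shared between near-identical histone genes stays open: the estimated correlation between members was 0.0659, and the table gives 1 entry per gene. A shift in the share of cells in S phase within 1 h could also be part of it, which was not tested.

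Rgs1, outside the genes the paper discusses, was higher with Akti1/2 at 0 h by 2.38 (log2; arrays at 10.81 and 10.60 against 8.35 and 8.29). With any 1 array left out, the difference stayed at 2.28 or more, which argues against a single array, and it was 1.98 with the arrays scaled to the same mean. Whether it follows from Akt or from another effect of the compound stays open, since 1 concentration was used.

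Targets of ATF4 rose more with Akti1/2, a signal in genes the paper does not group: the median difference in response was 0.68 at 2 h, 1.11 at 6 h and 1.14 at 12 h (28, 29 and 30 of 30 genes higher, camera adjusted p = 6.97e-16, 5.45e-17 and 1.06e-15). The 25 members detected on all 16 arrays had medians of 0.542, 1.11 and 1.08. Trib3, among the largest rises at each time, differed by 3.07, 3.32 and 3.94. The scaling of the arrays is argued against by a lowest median of 0.47 with the arrays scaled to the same mean. An amino acid or ER stress response under Akti1/2 stays open, since the set's own medians, the lowest of them 0.68, restate the pattern. An effect of Akti1/2 other than on Akt and an effect through Akt cannot be told apart, because a single concentration (1) of 1 inhibitor was used.

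Genes of sterol synthesis, also not discussed in the paper, fell in control cells at 2 and 6 h (median -0.38 and -0.86; -0.24 at 12 h, camera p 0.115) and not with Akti1/2 (-0.03, 0.25 and 0.52 at 2, 6 and 12 h), with a median difference between the changes of 0.64 at 2 h, 0.93 at 6 h (19 of 19 genes higher) and 0.51 at 12 h (camera adjusted p = 5.54e-06, 4.82e-11 and 1.87e-04). The 15 members detected on all 16 arrays had medians of 0.379, 1.02 and 0.803. The lowest median with the arrays scaled to the same mean was 0.36, which argues against the scaling as the whole cause. A biological cause was not tested.

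The effect of Akti1/2 changed between time points. Of 2320 genes whose difference between Akti1/2-treated and control cells changed from 2 to 12 h (limma, Benjamini-Hochberg adjusted), 206 were called in opposite directions at the 2 times, 115 lower and then higher and 91 higher and then lower. Among the genes named here were Ccl3 (-0.45 at 2 h and 1.04 at 12 h, change 1.49, standard error 0.18, adjusted p = 1.49e-04), Cish (-0.96 and 0.60, change 1.56, adjusted p = 6.94e-05) and Ltb (-1.30 and 0.52, change 1.82, adjusted p = 1.41e-04), by limma with Benjamini-Hochberg adjustment. The 2 h call of Ccl3 was lost without replicate 1 of the 2 h control cells (adjusted p 0.129) and without replicate 1 of the 2 h Akti1/2-treated cells (0.127). The 12 h call of Ltb was lost without replicate 1 (0.0519) or 2 (0.0571) of the 12 h control cells and without replicate 2 of the 12 h Akti1/2-treated cells (0.109). Over these 3 genes, 2 scalings and 8 arrays left out in turn, the smallest change was 1.335, which argues against a single array or the scaling. The cause of the change between time points was not tested.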

How the results depend on the processing

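J5 in place of limma for the direct comparison was chosen after seeing the data. Of 155 alternatives for the 13 counts of genes, 126 lay within 1.5 times the count, and of 117 for the 9 J5 lists, 97 did. Of 96 alternatives for the ribosomal and cytokine sets, 85 kept their direction and side of the threshold, 8 passed it and 3 reversed. For the other sets, 443 of 480 did, 16 lost and 9 gained their call and 12 reversed, with fry and the estimated correlation added for them after seeing the data. All 6 for the ribosomal enrichment did, but against draws of genes of like brightness, chosen after seeing the data, p was 0.192, 0.0388 and 0.209 at 2, 6 and 12 h. For single genes, 11818 of 12334 did, 374 lost and 142 gained a call, and none reversed. Unless said otherwise below, the cause of a change was not tested.

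With only the compared groups in the fit, which leaves fewer degrees of freedom, the counts were 433 (control, 2 h), 1479 (Akti1/2, 6 h), and 2, 1121 and 1652 (Akti1/2 against control at 0, 2 and 6 h). J5 gave 111, 99, 130 and 161 in place of limma at 0, 2, 6 and 12 h. Quantile normalization without background correction gave 7 genes at 0 h, -0.18 for the cytokine genes at 12 h (p 0.0389) and -0.0797 for oxidative phosphorylation at 2 h. Scaling to the same mean gave -0.13 for the cytokine genes at 12 h (p 0.00865), -0.20 for the proteasome and -0.125 for oxidative phosphorylation at 2 h, 0.0159 for Myc targets at 2 h and 0.0157 for histone genes at 12 h. It lowered the share of calls upward in control cells to 28.3% at 2 h and 32.8% at 6 h, from 43.0% and 44.0%. The median interaction over all genes at 2 h went from -0.014 to 0.055 with scaling to the same mean, and at 12 h from -0.021 to 0.044. Without the filter, the ribosomal genes at 6 h were at 0.0132 and the proteasome at 2 h at -0.0916. With genes detected on all 16 arrays, the ribosomal genes at 6 h were at 0.0211, sterol synthesis at 0 h at 0.0024 and Myc targets at 2 h at 0.0223. With fry, the ribosomal genes at 2 h (-0.0407, p 0.0456) and the cytokine genes at 12 h (-0.39, p 0.0025) passed the threshold, as did the proteasome at 2 h (-0.1301, p 0.00156), and oxidative phosphorylation at 0 h lost its call (0.0495, p 0.127). With an estimated correlation, 7 calls of the other sets were lost by unadjusted p: oxidative phosphorylation at 0 h (0.0495, p 0.0776), 6 h (-0.1281, 0.191) and 12 h (-0.2999, 0.0595), ATF4 targets at 0 h (0.0372, 0.104), NF-κB targets at 2 h (-0.4691, 0.0677) and 6 h (-0.6256, 0.0779) and histone genes at 6 h (0.3759, 0.0679).

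J5 over detected genes only gave 18, 12 and 28 genes for the 3 patterns at 2 h, 21, 9 and 17 at 6 h, and 16, 13 and 18 at 12 h. A threshold of 30 gave 30, 39 and 21, then 44, 18 and 49, then 32, 25 and 53. With intensities as deposited, pattern 3 at 2 h held 91 genes. Within 20%, the top 30 held 10 genes at 6 h and 14 at 12 h.

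With each array left out in turn, the count in control cells at 2 h was 264 to 439 (0 h control replicate 1 264, replicate 2 297, 2 h control replicate 1 439, replicate 2 319). At 6 h it was 1206 to 1414 (0 h control 1206 and 1244, 6 h control replicate 1 1280) and at 12 h 1292 to 1397 (0 h control 1312 and 1357, 12 h control replicate 1 1292). In Akti1/2-treated cells at 2 h it was 1801 to 2288 (0 h replicate 2 1801, 2 h replicate 2 1825). Akti1/2 against control at 2 h gave 1167 to 1616 (2 h control 1219 and 1359, 2 h Akti1/2 replicate 2 1167). The interaction gave 186 to 632 at 2 h (0 h control 186 and 303, 0 h Akti1/2 259 and 276, 2 h control 348 and 321, 2 h Akti1/2 replicate 2 284) and 916 to 1447 at 6 h (0 h control replicate 1 916). A fit with 1 array less has fewer degrees of freedom. Pattern 3 at 2 h was 36 to 71 (36 without 2 h Akti1/2 replicate 1), and the top 30 at 12 h 5 to 10 (5 without 12 h control replicate 2). The ribosomal genes at 6 h were at -0.0416 to 0.0143 (above 0 without 0 h control replicate 1). The cytokine genes at 12 h were at -0.4278 to -0.2583, past the threshold without 0 h control replicate 1 (p 0.0488), 0 h Akti1/2 replicate 1 (0.0391), 12 h control replicate 2 (0.0477) and 12 h Akti1/2 replicate 2 (0.0262).

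At 0 h, sterol synthesis was at -0.0333 to 0.0027 (above 0 without Akti1/2 replicate 1), FOXO targets at -0.0073 (without control replicate 2) to 0.1436 and past the threshold without control replicate 1 (0.0945, p 0.0271), NF-κB targets at -0.0468 to 0.0543 (without control replicate 1) and Myc targets at -0.0148 to 0.0129 (above 0 without either Akti1/2 replicate). The proteasome at 0 h was at 0.0381 to 0.0888 (lost without control replicate 1, p 0.0865, or Akti1/2 replicate 1, p 0.203), oxidative phosphorylation at 0.0365 to 0.1112 (lost without Akti1/2 replicate 1, p 0.0809) and ATF4 targets at 0.0002 to 0.0894 (lost without Akti1/2 replicate 2, p 0.0743). Myc targets at 2 h were at -0.0297 to 0.0571 (above 0 without 0 h Akti1/2 replicate 2 and without either 2 h Akti1/2 replicate). Oxidative phosphorylation was at -0.1411 to -0.038 at 2 h (past the threshold without 0 h control replicate 2, 0 h Akti1/2 replicate 2 or 2 h control replicate 1) and at -0.211 to -0.0724 at 6 h (lost without 0 h control replicate 1, p 0.0596, 0 h Akti1/2 replicate 1, 0.0787, 6 h control replicate 1, 0.0629, or 6 h Akti1/2 replicate 1, 0.108).

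With the replicate number as a block, which the samples share only as a number, the counts were 719, 2016 and 2049 in control cells, 2858, 2439 and 3273 with Akti1/2, 5, 2067, 2760 and 3607 between them and 600, 1428 and 2384 for the interaction. Deviations from the group means correlated by replicate number with a median of 0.0175 over 28 pairs of groups. The 95th percentile was 8.98 to 14.28 times the negative controls, which limits what is seen of dim genes; 10287 genes were detected on no array, and whether they are too dim or not expressed was not tested.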

Differences from the paper's values

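A count was taken to differ where 1 value was more than 1.5 times the other, and none of the counts compared did; 237 J5 scores of named genes lay within 0.47 of the paper's. Some counts are close but not equal. For control cells only, the paper's text gives 54, 71 and 58 genes at 2, 6 and 12 h, against 59, 86 and 67 here. The paper's Data Files list 59, 78 and 67 genes for this pattern. The paper states that genes without a known function were left out. Whether that accounts for the smaller numbers in its text was not tested. The paper gives 7 of the top 30 genes at 6 and 12 h, against 5 and 8 here. Unnormalized log2 intensities give 7 at 6 h and 6 at 12 h, and leaving out either 0 h control array, replicate 2 of the 0 h Akti1/2-treated cells or replicate 2 of the 6 h control cells gives 7 at 6 h, as does leaving out either 0 h Akti1/2 array at 12 h.

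The paper states that the 6 h comparison held the most genes that differ; limma gave 2103, 2776 and 3620 genes between Akti1/2-treated and control cells and 622, 1445 and 2400 for the interaction at 2, 6 and 12 h, and J5 between the groups, chosen after seeing the data, gave 99, 130 and 161, all highest at 12 h. The J5 list for control cells only was highest at 6 h, with 86. The paper describes its score as less dependent on the level of expression; the genes in the J5 lists had a median at percentile 98.9 of intensity. The paper describes the genes at the 3 times as largely not overlapping. Of the limma interaction calls, 56.9% were at 1 time point, against 70.5% for unchanged groups. Of the genes in the J5 lists for control cells only, 65.6% were, against 73.6% (65.9 to 81.4%) in shorter lists from unchanged groups.

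Of the 12 secreted genes in Fig. 2, 12, 11 and 9 had a lower change from 0 h with Akti1/2. Il4, which the paper counts among those lowered, differed in its response by -0.12, 0.04 and 0.54. Its level was higher with Akti1/2 at 12 h by 0.99, and part of this was present at 0 h. Its J5 score was lower with Akti1/2 at 2 h only (29.2 against 20.2). Of the 9 surface genes, 7 had a lower change at each time, where a further fall counts as well as a smaller rise. Cd69, which the paper counts as Akt-dependent, differed by 0.04, 0.71 and 1.12, and its J5 score was lower with Akti1/2 at 2 h only (34.3 against 18.9). The divisor of the score at 2 h was 55.97 in control cells and 99.23 with Akti1/2. The lower 2 h scores of Il4 and Cd69 therefore do not by themselves show a smaller change in intensity. Of the 32 ribosomal genes in Fig. 3, 18, 16 and 12 had a lower change by limma and 12, 28 and 9 by J5. The paper describes an impaired rise of many. J5 at 6 h gives a lower score for most, with a divisor of 68.64 in control cells and 81.56 with Akti1/2.

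In its section on real-time PCR, the paper describes the rise of Ier3 as delayed. On the arrays, its fold change was highest at 2 h (3.52, against 3.42 and 2.72). The PCR values were not analysed here, so the 2 measures were not compared. The paper names Gadd45 among the genes raised with Akti1/2; Gadd45b was lower at 2 and 6 h (-1.10 and -1.14) and the change of Gadd45g was lower (-1.38, -2.91 and -1.33), and Gadd45a was not above background.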

Other observations

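The tests of the 2 arrays at 6 h with Akti1/2, of ribosomal genes against genes of like brightness and of the mean intensity on the 2 chips were chosen only after the results were seen, and the others in this part before.

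The genes beyond a J5 of 20 lay at a median intensity percentile of 98.9, which goes with a preference of the score for bright genes. Splits that put 1 array of each group on either side gave 59 to 111 calls (12 splits, median 87), a median ratio of 0.686 to the calls of the real comparisons. The score is divided by the mean difference of the same comparison, so calls between like groups may follow from its construction. Against genes of like brightness, the count of ribosomal protein genes in the J5 list for control cells only had its lowest p at 6 h (0.0388), against 0.192 and 0.209 at 2 and 12 h. A rule set before the draws were run, of p under 0.05 at a time point, would count against brightness at 6 h; since that is 1 of 3 time points without correction, brightness stays open at all 3. Saturation of bright probes stays open: over 26 bright ribosomal genes, the ratio of the spread between replicates to that of genes of like brightness was 0.93 (p 0.40), and that of the change at 6 h in control cells 0.588 (p 0.0368).

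The chip as a batch stays open. The deviations correlated by chip with a median of 0.027 over 28 pairs of groups (-0.296 to 0.264). Before normalization, the mean intensity was higher on chip 1 in 7 of 8 groups. With the chip as a block, limma called 729, 2048 and 2059 genes in control cells at 2, 6 and 12 h. For the interaction it called 635, 1456 and 2410. The main fit gave 760, 2037 and 2054, and 622, 1445 and 2400, so these counts depended little on a chip term. Whether the 2 labels of the 12 h control arrays are crossed cannot be told apart from no shared deviation, with a median of -0.026 over 7 pairs. FOXO targets at 0 h had a camera p of 0.222 (median 0.04, 11 of 18 genes higher), so whether release of FOXO precedes stimulation stays open with 1 h of pre-incubation.

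The 2 arrays at 6 h with Akti1/2 differed most among the groups, with an SD of the log2 difference of 0.3486 against 0.2256 to 0.2971. A mislabelled array is argued against by the highest correlation with an array of another group (0.990, against 0.9926 between the 2). Brightness-dependent scaling stays open, since quantile normalization sets the correlation with brightness (0.007) near 0. Across genes, the difference between the 2 arrays correlated at 0.388 with the change from 2 to 12 h with Akti1/2. For the 2 arrays at 0 h with Akti1/2, this correlation was -0.04. For the control arrays at 0 and 6 h, the correlation with the change from 2 to 12 h in control cells was 0.038 and -0.139. The difference between the 2 arrays at 6 h with Akti1/2 correlated at 0.017 with the change from 0 to 12 h with Akti1/2. Whether the cells of 1 array were further along in their response therefore stays open.

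The change of proteasome genes from 0 h was lower with Akti1/2 at 6 h (median difference -0.29, camera adjusted p = 0.00252) and 12 h (-0.47, 2.65e-05). In control cells and with Akti1/2, it was 0.10 (camera p 0.0602) and -0.13 (0.0682) at 6 h and 0.14 (0.0061) and -0.25 (0.00231) at 12 h. At 2 h, the difference was -0.13 (camera adjusted p 0.117). Oxidative phosphorylation genes differed by -0.10 (0.103), -0.13 (0.0414) and -0.30 (0.00142), and histone genes by -0.11 (0.613; mean 0.04 and test upward), 0.38 (0.0012) and -0.04 (0.583). At 0 h, the proteasome (0.07, adjusted p 0.0383), oxidative phosphorylation (0.05, 0.00329) and ATF4 sets (0.04, 0.0154) were higher with Akti1/2, and sterol, NF-κB and Myc sets were not called (adjusted p 0.613, 0.384 and 0.474). With an estimated correlation, none of these 3 calls at 0 h held (adjusted p 0.0674, 0.125 and 0.146). Nor did those of the histone genes at 6 h (0.115) and of oxidative phosphorylation at 6 and 12 h (0.261 and 0.108), while those of the proteasome genes at 6 and 12 h did (0.0139 and 0.00318). fry lost the call of oxidative phosphorylation at 0 h (adjusted p 0.158) and gained that of the proteasome genes at 2 h (0.00243). In the other lists of Fig. 2, limma called a different response at 2, 6 and 12 h for 8, 9 and 10 of 12 signaling genes, 2, 4 and 5 of 11 cytoskeleton genes and 3, 6 and 5 of 9 transcription genes.

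Among the largest differences in response, Chac1 rose by 2.33 at 2 h and Hbp1 by 3.40 at 6 h. For genes at background in the dimmer group, Akti1/2-treated over control cells was at least 4.6-fold for Slc1a4 at 2 h, at least 9.6-fold and 15.1-fold for Col4a1 at 6 and 12 h and at least 9.1-fold for Pik3ip1 at 12 h, and control over Akti1/2-treated cells at least 5.3-fold for Hamp at 6 h and 5.0-fold for Cd160 at 12 h.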
